# Gene expression profiles for low-dose exposure to diethyl phthalate in rodents and humans: a translational study with implications for breast carcinogenesis

**DOI:** 10.1038/s41598-020-63904-w

**Published:** 2020-04-27

**Authors:** Kalpana Gopalakrishnan, Vasily N. Aushev, Fabiana Manservisi, Laura Falcioni, Simona Panzacchi, Fiorella Belpoggi, Humberto Parada, Gail Garbowski, Hanina Hibshoosh, Regina M. Santella, Marilie D. Gammon, Susan L. Teitelbaum, Jia Chen

**Keywords:** Breast cancer, Breast cancer

## Abstract

Phthalates are commonly included as ingredients in personal care products such as cosmetics, shampoos and perfumes. Diethyl phthalate (DEP) has been found to be anti-androgenic and linked with adverse reproductive effects on males, but effects on females are poorly understood. We designed an integrative and translational study to experimentally examine the effects of DEP exposure at a human-equivalent dose on the mammary transcriptome in rats and to subsequently examine the DEP gene signature in breast tissues (both pre-malignant and tumor) from a population study. In Sprague-Dawley rats treated orally with DEP from birth to adulthood, we identified a signature panel of 107 genes predominantly down-regulated by DEP exposure. Univariate analysis of this 107 DEP gene signature in pre-malignant breast tissues revealed that six genes (*P4HA1*, *MPZL3*, *TMC4*, *PLEKHA6*, *CA8*, *AREG*) were inversely associated with monoethyl phthalate (MEP; the urinary metabolite of DEP) concentration (p < 0.05) among postmenopausal women; all six genes loaded on to one of seven factors identified by factor analysis. Transcription factor enrichment analysis revealed that genes in this factor were enriched for androgen receptor binding sites. These six genes were also significantly down-regulated in pre-malignant adjacent tissues compared to the corresponding tumor tissues in pair-wise analyses (p < 0.05). Results from our translational study indicate that low level exposure to diethyl phthalate results in measurable genomic changes in breast tissue with implications in breast carcinogenesis.

## Introduction

Phthalates are a family of chemicals with diverse properties that are added to a wide variety of consumer products and used in industrial and medical applications^1^. One of the congeners, diethyl phthalate (DEP), is commonly used as a plasticizer and solvent in personal care products such as cosmetics, shampoos and perfumes and in pharmaceutical products^1^. The United States (U.S.) Food and Drug Administration found DEP to be the most common phthalate in personal care products^2^, a major source of exposure to DEP^3^. The urinary metabolite of DEP, monoethyl phthalate (MEP), is detectable in U.S. population samples at levels that are often an order of magnitude higher than other phthalates such as di(2-ethylhexyl) phthalate and dibutyl phthalate^4^. Due to non-covalent bonding to its parent materials, DEP is leached easily into the environment resulting in widespread human exposure^1^.

DEP has been shown to have anti-androgenic effects in males, including shorter anogenital distance^5^ and increased sperm DNA damage^6,7^. MEP has been detected in breast milk, suggesting lactational exposure, and was associated with lowered testosterone in infant males^8^. Links between phthalate exposures and female developmental and reproductive and cancer outcomes, however, have been less well studied, despite their potential as endocrine disruptors. Reduced fecundity with MEP exposure was reported in a Danish cohort^9^. An epidemiologic study in Mexican women showed an association between MEP exposure and increased breast cancer risk^10^. High serum level of MEP in postmenopausal women was associated with elevated breast density^11^, a marker for breast cancer risk^12^. We recently reported results from the Long Island Breast Cancer Study Project (LIBCSP) in which we did not observe any significant associations between urinary level of MEP and breast cancer risk, while inverse associations were observed for mono(3-carboxypropyl) phthalate (MCPP) and monocarboxyoctyl phthalate (MCOP), metabolites of anti-androgenic phthalates^13^.

Breast cancer is considered a hormone-driven disease^14^. Given the hormone-disrupting properties of DEP and its widespread exposure through the use of personal care and consumer products, there is an urgent need to systematically study whether DEP exposures may impact breast cancer development. In rats, fetal and prepubertal exposures to high doses of butyl benzyl phthalate led to changes in gene expression profiles of mammary glands^15,16^. Less is known about the effects of DEP exposure particularly at doses that are relevant to human exposure.

The aim of our present study is to employ an animal model to experimentally identify a gene signature of DEP exposure at a human-equivalent dose and to subsequently translate these findings to humans. We exposed female Sprague-Dawley (SD) rats to DEP orally from birth to adulthood at a dose that was previously shown to produce a urinary metabolite (MEP) level similar to that of the U.S. population^17^. We identified a DEP gene signature in normal developing mammary glands in SD rats, and subsequently examined this signature in pre-malignant and breast cancer tissues from a subsample of women who participated in a population-based study. The overall goal of the study is to examine whether human level exposure to DEP induces measurable transcriptomic changes in target tissues, thus shedding light on the possible causal relationship between phthalate exposure and breast cancer.

## Materials and Methods

### Test compound

Diethyl phthalate (DEP) (CAS # 84-66-2, lot # STBB0862V, 99% purity) was supplied in plastic containers (Sigma Aldrich, Italy). Olive oil, supplied in glass bottles (Montalbano Agricola Alimentare Toscana, Florence, lot # 111275, Italy), was used as the vehicle to prepare the dosing solution. The experimental oral dose was 0.1735 mg/Kg/day, which represented 1/10,000 the no observed adverse effect levels (NOAEL) of DEP^18–20^. DEP was stored in the dark at room temperature (20 °C). The solutions were prepared weekly on the basis of mean body weight of each group and were continuously stirred before and during the treatment. To minimize external contamination, olive oil and DEP were stored in glass containers and administered using 5 mL glass syringes. Biological samples were collected in polypropylene vials. Chemical analyses and stability testing have been described previously^21^.

### Animal studies

Animal studies were carried out at Cesare Maltoni Cancer Research Centre/Ramazzini Institute (CMCRC/RI) (Bentivoglio, Italy) in accordance with the rules of Italian law for Animal Welfare (Decreto Legislativo 26, 2014), following the principles of Good Laboratory Practices and Standard Operating Procedures of the CMCRC/RI facility, which include authorization by the ethical committee. At Mount Sinai, the study was approved by the Institutional Animal Care and Use Committee (IACUC). The experiment used female Sprague-Dawley (SD) rats which belong to the colony that has been used for over 40 years in the laboratory of the CMCRC/RI. There were no siblings in each treatment group and they were randomized so as to have minimal differences in body weight among them (standard deviation <10% of the average). Animals were housed in makrolon cages (41 × 25 × 15 cm) at two or three per cage, with a stainless steel wire top and a shallow layer of white wood shavings as bedding (Giuseppe Bordignon supplier, Treviso, Italy). All animals were kept in a single room at 23 ± 3 °C and 40–60% relative humidity. Lighting was artificial and the light/dark cycles were approximately 12 hours each. All animals were given the same standard “Corticella” pellet diet (Piccioni Laboratory, Milan, Italy). Feed and tap water were available *ad libitum* and were both periodically analyzed to exclude biological and chemical contamination (mycotoxins, pesticides, arsenic, lead, mercury, selenium).

There were four experimental groups: parous and age-matched nulliparous, treated with DEP or vehicle, olive oil. There were five animals per experimental group. Animals were weighed weekly to determine treatment dose. F0 generation corresponds to breeders of the experimental animals (F1). F1 animals were treated daily from postnatal day (PND) one to PND 28 through milk of their dams (F0), which were gavaged with DEP or vehicle. After weaning at PND 28, F1 animals were treated with DEP or vehicle by gavage three times a week until PND 180 and sacrificed at PND 181. Parous rats were mated (outbred) at PND 97 and treatment was continued through pregnancy, delivery of pups (F2) and lactation. At the time of sacrifice of parous rats on PND 181, F2 pups had completed weaning. Animals were euthanized via carbon dioxide inhalation and necropsy was immediately performed for collection of mammary tissues. Animals were sacrificed on the same day and at random during the estrous cycle.

### Transcriptome profiling in rats

The fifth left and right caudal mammary glands were collected, pulverized in liquid nitrogen and total RNA was extracted using Maxwell 16 LEV simplyRNA Blood kit (Promega, WI) or by Direct-zol RNA MiniPrep kit (Zymo Research, CA). RNA concentration was determined using NanoDrop (Thermo Scientific, MA) and RNA quality was assessed using a 2100 Bioanalyzer (Agilent Technologies, CA); samples with RNA Integrity Number ≥ 7 were used for microarrays. Transcriptomes were profiled by GeneChip Rat Gene 2.0 ST arrays (Affymetrix, CA) at the Yale Center for Genome Analysis (Yale School of Medicine, CT) as described previously^22^. Quality control of .CEL files and pre-processing by robust multiarray average (RMA) method were done using expression console software (Affymetrix, CA). Batch effects due to RNA extraction method were removed using ComBat package^23^ in RStudio (R 3.0.2). We applied a signal intensity filter to retain only those probesets with high and stable expression (signal value >30th percentile in at least one experimental group). A variance-based filter was used to retain the top 50% of probesets with high interquartile range resulting in a final dataset containing 7,532 genes. Microarray data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE95554 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE95554)

### Study population

We utilized resources from the Long Island Breast Cancer Study Project (LIBCSP), which includes a population-based sample of women newly diagnosed with first primary breast cancer who participated in the main study interview within two to three months of diagnosis^24^. Approval of the Institutional Review Board (Program for the Protection of Human Subjects) was obtained by all participating institutions and informed consent was obtained from all study participants. Study participants included 1,508 women diagnosed with first primary *in situ* or invasive breast cancer between 1996 and 1997 who resided in Nassau and Suffolk counties on Long Island, NY. At the time of the in-person baseline interview, 93% of participants donated 25 mL spot urine samples, which were shipped overnight on ice, processed, and banked at −20 °C. Archived tumor tissue of the first primary breast cancer was obtained from the diagnosing hospitals^25^. Demographic, reproductive and lifestyle characteristics of women with available pre-malignant adjacent tissue and urinary MEP concentrations (n = 294), are provided in Table 1.

**Table 1:** Participant characteristics.

n	Subset	Full
	294	892
Age at diagnosis: mean (SD)	57.9 (12.7)	59.3 (12.8)
Stage = invasive (%)	262 (89.1)	768 (86.1)
Race = white (%)	274 (93.2)	835 (93.6)
Menopausal status = postmenopausal (%)	189 (65.6)	605 (67.8)
Parity = 1 or more (%)	254 (86.4)	769 (86.2)
Lactated (%)	96 (32.7)	292 (32.7)
Age at menarche: mean (SD)	12.6 (1.6)	12.5 (1.6)
Age at first birth: mean (SD)	25.7 (4.8)	25.7 (4.9)
Oral contraceptive use (%)	141 (48.0)	377 (42.3)
Hormone replacement therapy use (%)	82 (28.0)	246 (27.6)
Current or past smoker (%)	165 (56.1)	485 (54.3)
Alcohol (%)	180 (61.2)	556 (62.3)
BMI: mean (SD)	26.9 (6.1)	26.9 (5.8)
Education:		
≤High School	142 (48.5)	443 (49.8)
College	112 (38.2)	316 (35.5)
Post-college	39 (13.3)	131 (14.7)
Income:		
≤$24,999	50 (19.5)	175 (22.2)
$25,000-$49,999	90 (35)	237 (30.2)
≥$50,000	117 (45.5)	374 (47.6)

All LIBCSP women with urinary MEP measurements (n = 892) compared with subset with both urinary MEP measurement and DEP gene signature measurement in pre-malignant adjacent tissues (n = 294).

Tumor tissue was excised prior to treatment initiation. Formalin-fixed, paraffin-embedded (FFPE) tumor sections were histopathologically reviewed by a trained pathologist and the cancer tissue was separated using manual microdissection for 745 women, and histologically normal pre-malignant adjacent tissue was retrieved for 586 of them. Following RNA extraction and quality control, samples were cross-referenced with DEP exposure information to obtain the final number of samples used in this study: 294 pre-malignant adjacent tissues, of which 243 had a paired tumor tissue.

Monoethyl phthalate (MEP) was measured in spot urine samples donated by 892 women with breast cancer using standard laboratory techniques by staff at the Centers for Disease Control and Prevention. Briefly, metabolites were deconjugated enzymatically, matrix removal and analyte enrichment were accomplished by solid phase extraction, and instrumental analysis was done with high performance liquid chromatography–tandem mass spectrometry using isotope dilution quantification as described before^26^.

### Gene expression profiling in LIBCSP

Genes found to be differentially expressed by DEP exposure in rat mammary tissues were converted to orthologous human IDs using the Gene Annotator tool in the rat genome database^27^, resulting in a panel of 107 genes. These genes were included as part of a custom-designed code-set (NanoString Technologies, WA) to determine expression of the DEP gene signature in breast tumor and pre-malignant adjacent tissues of the LIBCSP. Total RNA was extracted from FFPE breast tumor and adjacent tissues using the Qiagen miRNeasy FFPE kits (Qiagen, MD). RNA concentration and quality were determined using NanoDrop (Thermo Scientific, MA). Only those samples exceeding concentration of 10 ng/µL were used. 100 ng RNA was incubated with reporter and capture probes overnight at 65 °C. Following hybridization, unbound probes were removed, and the purified complexes were aligned and immobilized on imaging cartridges using an nCounter Prep station. Code count detection was carried out by scanning cartridges in an nCounter Digital Analyzer to determine gene expression levels. Raw nCounter code counts were first normalized against the geometric mean of spike-in control probes to minimize the impact of sample preparation and detection. For background determination, counts that fell below two standard deviations of the mean of negative control probes were deemed unexpressed and assigned a value equivalent to the background threshold divided by the square root of two. Finally, data were normalized against the geometric mean of 6 housekeeping genes with high and stable expression: *CLTC*, *GAPDH*, *GUSB*, *HPRT1*, *PGK1* and *TUBB*. The final dataset was log_2_ transformed.

### Statistical methods

#### Differential gene expression analysis in rats

Differential gene expression analysis between DEP and control in rats was performed using linear models for microarray data (limma) package^28^. To obtain a robust DEP gene signature, we bootstrapped samples by choosing four out of five samples in treatment groups and in control groups resulting in 25 rounds of differential gene expression analysis each for parous and for nulliparous groups. A lenient false discovery rate (FDR) of 25% using Benjamini-Hochberg (BH) correction^29^ and a fold change of ≥1.5 fold was used. For functional enrichment analysis of differentially expressed genes we used gene ontology (GO)^30^ via EnrichR^31^. Fisher’s exact test^32^ was used to assess significance of enrichment at a FDR of 5% by BH method.

#### Signature gene analysis in the LIBCSP

Gene expression data of pre-malignant adjacent tissues as well as urinary MEP concentration were available for 294 breast cancer cases. Examination of the association between urinary MEP concentration and expression of each gene in the DEP gene signature was carried out using generalized linear models^33^ before and after stratifying by menopausal status. Natural log transformed urinary MEP concentration was quartiled, and the median of each quartile was considered as the predictor. To reduce the dimensionality of the dataset, we performed factor analysis to group highly correlated genes into latent factors using the psych package^34^ with a correlation cutoff of 0.3 to load a gene into a factor. We subsequently carried out an examination of the association between quartiles of urinary MEP concentration with the latent factors, such as oral contraceptive use, hormone replacement therapy, lactation, smoking status, religion etc. Differential gene expression analysis between pre-malignant adjacent and corresponding tumors in this study (n = 243) as well as in the breast cancer TCGA microarray data (n = 61 tumors and adjacent samples) filtered to include only the DEP gene signature, was carried out using Wilcoxon signed rank test^35^. To gain insight about upstream molecular regulators of genes contained within factors, we performed enrichment for transcription factors using ‘ChEA 2016’ via Enrichr^31^ which uses Fisher’s exact test^32^. Multiple comparisons were adjusted using BH-based FDR of 5%.

A full analysis of the association between phthalate exposure and breast cancer incidence in the LIBCSP cases and population-based controls has been reported previously^13^.

### Ethics approval and consent to participate

Animal studies were performed following the principles of Good Laboratory Practices and Standard Operating Procedures of the CMCRC/RI facility, which include authorization by the ethical committee; the study was approved by the Institutional Animal Care and Use Committee (IACUC) of Mount Sinai. For the Long Island Breast Cancer Study Project (LIBCSP), Institutional Review Board approval was obtained by all participating institutions and informed consent was obtained from all study participants; study was approved by the Institutional Review Board of Mount Sinai (Program for the Protection of Human Subjects). All experiments were performed in accordance with relevant guidelines and regulations.

## Results

### Identifying a DEP gene signature in rats

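Mammary gland RNA of 50 rats was hybridised to Affymetrix rat gene arrays, with 1 array per rat. DEP-treated rats received 0.1735 mg/kg/day from PND 1 to PND 180, through their dams' milk up to weaning at PND 28 and by gavage afterwards, and were sacrificed at PND 181. Parous rats had been mated at PND 97. The comparison uses 20 rats: 5 DEP-treated and 5 vehicle control rats among parous animals, and 5 and 5 among nulliparous animals. Single rats are named below by their labels, in which OIL stands for the olive oil vehicle of the controls. The same series holds 5 parous and 5 nulliparous rats for each of methyl paraben, triclosan and a mixture of both with DEP. Values are log2 signals from robust multi-array averaging, with background correction and quantile normalisation between arrays, and the median signal of an array ranged from 6.73 (control parous) to 6.89 (DEP parous) among the 20 DEP-treated and control rats. RNA was extracted with either of 2 kits: in each DEP group 1 rat was extracted with the Promega kit and 4 with the Zymo kit, against 3 and 2 in each other group. The kits differed at an adjusted p under 0.05 in 11314 of the 13284 genes above the intensity filter (85.2%; limma), with a median absolute difference of 0.63 on the log2 scale. The values are therefore taken as not corrected for the kit, which was fitted as an additive term in each comparison. The only Promega rats given DEP alone were DEP_par_46 and DEP_null_29, and the Zymo controls were OIL_par_444, OIL_par_446, OIL_null_430 and OIL_null_431. Without the Promega DEP rat of a parity, the DEP estimate rests on the Zymo rats, so these 2 settings are not separate checks. Without 1 of its Zymo controls, 1 remains. Calls lost without these rats can therefore come from the uneven kits and need not mark an unusual animal. On the array, 18511 probesets carried 1 gene symbol, 575 carried several and 17599 carried none. The first kind covers 18166 genes, each represented by its probeset with the highest mean. A group mean above the 30th percentile of all values (6.33) was required in at least 1 of the 4 groups, and the 50% of genes with the larger interquartile range over the 20 rats were kept, which left 6642 genes. Tests used limma with Benjamini-Hochberg adjustment, and genes passed at an adjusted p under 0.25 and a fold change of at least 1.5, as in the article. Comparisons, thresholds, 25 gene lists and the rule for naming genes were fixed before the data were examined.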

Our final dataset of ~7,500 genes was obtained after filtering the mammary microarray data to retain only those genes with both high expression and variation. We then performed differential gene expression analysis between DEP-treated rats and controls to identify a phthalate gene signature. To identify a robust signature, we bootstrapped samples in parous and nulliparous rats separately given the potential difference in mammary transcriptome. This resulted in 339 and 43 differentially expressed genes by DEP treatment in the parous and nulliparous rat groups, respectively. 

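In parous rats, 450 genes fell and 18 rose with DEP exposure. The largest fall was in Cldn8, which codes for a tight junction protein, with a kit-adjusted mean log2 signal of 10.92 ± 0.41 in controls and 8.32 ± 0.63 in DEP-treated rats (SD, n = 5 in each group; log2 fold change −2.61, SE 0.34, adjusted p = 0.0143). Aadat, an aminotransferase of kynurenine metabolism (−2.11, SE 0.30), the kallikrein gene Klk1c9 (−2.02, SE 0.31), the epithelial surface gene Plet1 (−1.99, SE 0.27) and the protease inhibitor gene Spink8 (−1.97, SE 0.27) fell as well, and these 5 genes passed whichever of the 10 rats was left out. Nr1d1, a repressor of the circadian clock, rose (0.96, SE 0.25), but did not pass without DEP_par_46 (1.08) or OIL_par_446 (0.95), nor with no kit term (0.35). Against the same parous controls Nr1d1 was also higher with methyl paraben (1.31) and triclosan (0.73), without passing there. Since these comparisons share their controls, a low level in the controls cannot be told apart from a rise with each chemical. Of 24 measured genes of epithelium outside the signature, 20 were tested, of which 8 fell and 12 did not pass (14 fell when adjusted over the list alone). Examples are the claudins Cldn7 (−1.20, SE 0.23) and Cldn4 (−1.15, SE 0.23), neither of which passed without DEP_par_46 (−0.90 and −0.82). The median of this list was −0.67 (camera adjusted p = 8.0e-10, adjusted p = 0.408 with an estimated correlation), and the number of its genes that fell was 15 without DEP_par_38, 16 without OIL_par_444, 5 without OIL_par_446 and 1 without DEP_par_46. Among 8 tested genes of hormone-sensing luminal cells, 4 fell, 1 rose and 3 did not pass (7 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.000615, adjusted p = 0.201 with an estimated correlation). The prolactin receptor gene Prlr fell (−1.74, SE 0.23), while Tnfsf11, which codes for RANKL, rose (0.96, SE 0.35), and Prlr, Foxa1 and Areg of this list are also in the signature. Tnfsf11 passed with all rats and without DEP_par_38 or OIL_par_444, and lost its call without each of DEP_par_37, DEP_par_40, DEP_par_41, DEP_par_46, OIL_par_440, OIL_par_441, OIL_par_442 and OIL_par_446 (0.69 to 1.0). With the epithelial score as a covariate Tnfsf11 changed sign (−0.25), and with the lymphoid score as a covariate, added after seeing the data, it did not pass (0.53). Without each of DEP_par_37, DEP_par_40, DEP_par_41, OIL_par_440 and OIL_par_442, 3 genes of the hormone-sensing list passed, without DEP_par_46, 2, and without OIL_par_446, 1. Of 8 tested genes of acute phase and involution, 4 fell (5 when adjusted over the list alone; camera adjusted p = 0.000380, adjusted p = 0.201 with an estimated correlation). Among them, Cd14, a lipopolysaccharide co-receptor (−1.36, SE 0.14), and Lbp, which codes for the lipopolysaccharide-binding protein (−1.07, SE 0.18), passed whichever rat was left out, and all 4 that fell are also in the signature. Of 12 tested targets of the peroxisome proliferator-activated receptors (PPAR), 4 fell (6 when adjusted over the list alone; camera adjusted p = 2.0e-06, adjusted p = 0.212 with an estimated correlation). They include the lipase inhibitor gene Angptl4 (−1.46, SE 0.30) and the lipid droplet gene Plin2 (−1.27, SE 0.26), both also in the signature and neither of which passed without DEP_par_46 (−1.04 and −1.10). In this list 7 genes passed without DEP_par_38 or OIL_par_444, 2 without DEP_par_40, DEP_par_41, OIL_par_440 or OIL_par_446, and 0 without DEP_par_46. Beside these groups, the 13 measured genes of T and NK cells had a median log2 difference of +1.21 and the 9 of B and plasma cells +1.0, all but 1 higher in DEP-treated rats. None of them passed (Cd3g adjusted p = 0.521, Ms4a1 adjusted p = 0.490; 0 when adjusted over each list alone), but 11 and 7 did without DEP_par_38 or without OIL_par_444. Within the kits, the median of the T and NK cell genes was 2.30 among Promega rats (1 DEP, 3 controls) and 0.53 among Zymo rats (4 DEP, 2 controls), and that of the epithelium list −1.17 and −0.30. The count of 468 genes in both directions was 42 with no kit term and 8 among the Zymo rats. Without DEP_par_37, DEP_par_38, DEP_par_40 and DEP_par_46 it was 294, 1305, 302 and 64, and without OIL_par_444 and OIL_par_446, 1485 and 130.

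**Figure D1:**
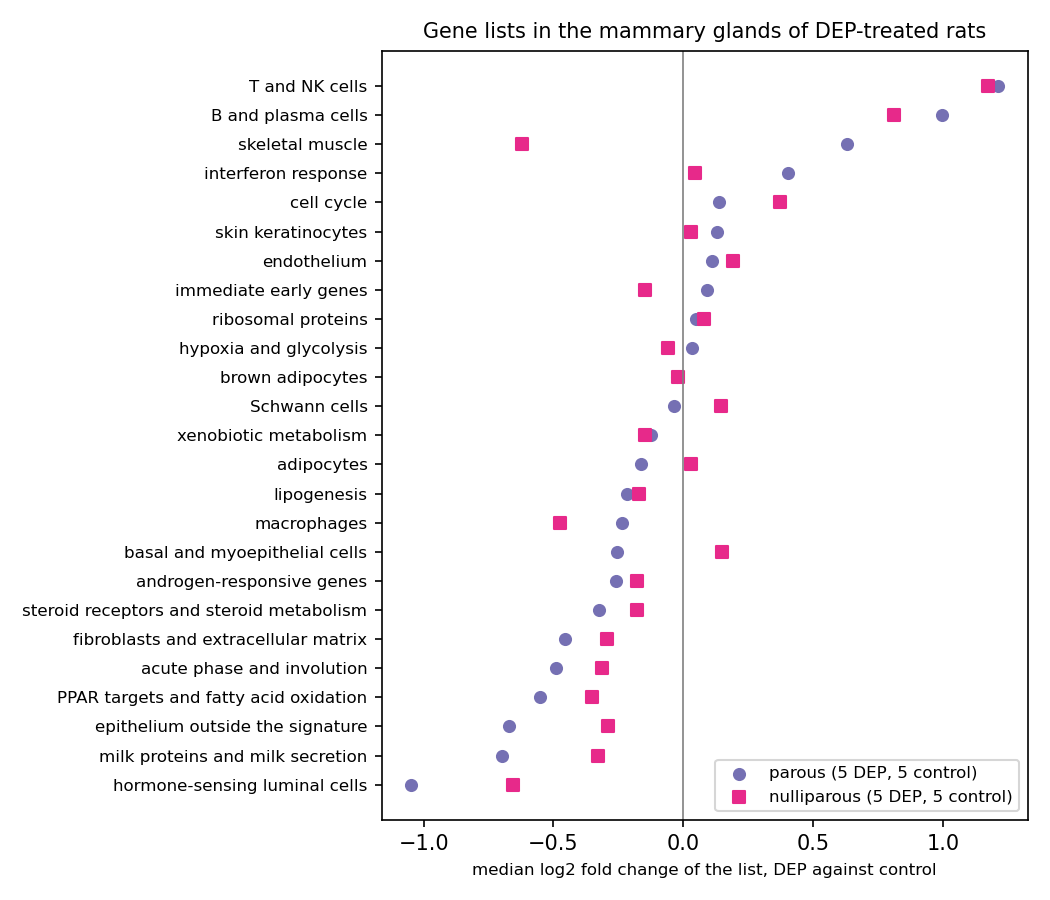
Median log2 fold change, DEP minus control, of the 25 gene lists in parous and in nulliparous rats (5 DEP and 5 control rats in each), with the kit as a term.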

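In nulliparous rats, 193 genes fell and 7 rose. Cyp2b1, a cytochrome P450 of xenobiotic metabolism, had a kit-adjusted mean log2 signal of 7.18 ± 0.53 in controls and 5.20 ± 0.57 in DEP-treated rats (SD, n = 5 in each group; log2 fold change −1.98, SE 0.35, adjusted p = 0.107). Cd209f, a C-type lectin gene (−1.70, SE 0.36), Aqp5, which codes for a water channel (−1.63, SE 0.44), and Arg1, an arginase (−1.53, SE 0.39), fell as well. Rrm2, a subunit of ribonucleotide reductase, showed the largest rise (1.42, SE 0.28), followed by the kinase gene Snrk (1.05, SE 0.23), which was −0.13 with no kit term. Among macrophage markers, the scavenger and mannose receptor genes Cd163 (−1.15, SE 0.33) and Mrc1 (−1.04, SE 0.22) and the lectin gene Clec10a (−0.98, SE 0.31; 0.15 with no kit term) fell, and 7 of 10 tested did not pass (5 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.00316, adjusted p = 0.407 with an estimated correlation). Of 20 tested genes of epithelium outside the signature, 3 fell (5 when adjusted over the list alone), among them the occludin gene Ocln (−0.78, SE 0.18). The epithelium list had a median of −0.29 (camera adjusted p = 0.000136, adjusted p = 0.407 with an estimated correlation). All 22 measured cell cycle genes were on the higher side (median 0.37; camera adjusted p = 6.5e-06, adjusted p = 0.407 with an estimated correlation). Of these, Rrm2 alone passed, over all genes and when adjusted over the list alone, and 5 passed without OIL_null_429. Genes of T and NK cells (median 1.17; camera adjusted p = 1.1e-05, adjusted p = 0.407 with an estimated correlation) and of B and plasma cells (median 0.81; camera adjusted p = 0.000114, adjusted p = 0.407 with an estimated correlation) were higher in DEP-treated rats. None of them passed over all genes, against 10 and 6 when adjusted over each list alone and 10 and 8 without OIL_null_429. Within the kits, the medians of the T and NK cell genes were 1.42 (Promega) and 1.03 (Zymo), and those of the epithelium list −0.40 and −0.23. Cyp2b1 did not pass without OIL_null_430 (−1.56) or OIL_null_431 (−1.89). The other genes named here did not pass without each of DEP_null_29, OIL_null_430 and OIL_null_431: in that order, Cd209f gave −1.84, −1.72 and −1.58, Aqp5 −1.27, −1.64 and −1.88, Arg1 −1.62, −1.43 and −1.57, Rrm2 1.13, 1.29 and 1.74, and Snrk 1.31, 0.92 and 1.0. In the same order Cd163 gave −0.93, −1.27 and −1.18, Mrc1 −0.97, −1.07 and −1.07, Clec10a −1.07, −1.09 and −0.82, and Ocln −0.85, −0.78 and −0.74. Arg1, Aqp5 and Ocln also lost their calls without OIL_null_428 (−1.52, −1.52 and −0.77) and Aqp5 without DEP_null_28 (−1.54). Cd163 and Clec10a lost theirs without DEP_null_27, DEP_null_28, DEP_null_31, OIL_null_427 and OIL_null_428 as well (−1.10, −1.07, −1.15, −1.10 and −1.03 for Cd163; −0.90, −0.94, −0.91, −0.99 and −0.90 for Clec10a). The macrophage count was 1 without each of DEP_null_27, DEP_null_28, DEP_null_31, OIL_null_427 and OIL_null_428, 5 without DEP_null_30 and 0 without DEP_null_29, OIL_null_430 or OIL_null_431. The epithelium count was 1 without DEP_null_28 or OIL_null_427, 5 without OIL_null_429 and 0 without DEP_null_29, OIL_null_428, OIL_null_430 or OIL_null_431. The count of 200 genes was 0 with no kit term (limma; 828 genes had an unadjusted p under 0.05 with the kit term) and 1 among the Zymo rats. Without DEP_null_28, DEP_null_29 and DEP_null_30 it was 89, 1 and 352, and without OIL_null_427, OIL_null_428, OIL_null_429, OIL_null_430 and OIL_null_431, 116, 54, 551, 0 and 0.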

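Over 25 rounds, each with 4 of 5 DEP-treated and 4 of 5 control rats, 202 genes passed in at least 13 rounds in parous rats, of which 200 fell and 2 rose. Cd14, Klk1c9 and Mboat1, an acyltransferase of phospholipid synthesis, passed in 24 rounds, and Aadat, Spink8 and the ankyrin repeat gene Ankrd22 in 23. Tph1, a tryptophan hydroxylase, passed in 11 and Foxa1, a luminal transcription factor gene, in 9. In nulliparous rats Cyp2b1 passed in 12 rounds, Xbp1, a transcription factor gene of secretory cells, and Slc44a4, a solute carrier gene, in 9, and Tph1 in 6, and 0 genes passed in at least 13 rounds. In at least 1 round, 1101 genes fell and 860 rose in parous rats, and 479 fell and 432 rose in nulliparous rats. With limma, 0 genes passed in all 25 rounds in either group. At an unadjusted p under 0.05 and the same fold change, 87 did in parous and 51 in nulliparous rats. Without DEP_par_37, DEP_par_38, DEP_par_40, DEP_par_41 and DEP_par_46, all 5 remaining rounds, an easier rule than all 25, called 3, 589, 29, 70 and 1 genes in parous rats, and without OIL_par_440, OIL_par_441, OIL_par_442, OIL_par_444 and OIL_par_446, 14, 56, 12, 79 and 0. In nulliparous rats they called 1 without DEP_null_29, 29 without DEP_null_30, 1 without OIL_null_429, and 0 without each of the others.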

For the parous rat group, we ranked genes by their difference in median expression between treatment and control and selected the top 100 genes. 

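Ranked by the difference of median log2 signal among genes past the threshold in the fit of all 10 parous rats, the 100 leading genes were all lower in DEP-treated rats. Cldn8 led with a difference of medians of −2.68, followed by Tph1, of serotonin synthesis (−2.54), Areg, which codes for a ligand of the epidermal growth factor receptor (−2.37), and Fgg, of fibrinogen (−2.34). Areg did not pass without OIL_par_446, nor did Fgg without DEP_par_46 or OIL_par_446 (log2 fold changes −2.39 and −1.35). Of these 100 genes, 69 are among the genes of the parous signature. In nulliparous rats, Tph1 (−2.26) and Cyp2b1 (−2.14) led the same ranking, 96 of the 100 leading genes were lower, and 14 of them are in the nulliparous signature. The published list holds 107 human gene symbols, of which 100 matched a named rat probeset by symbol or synonym. Of 91 genes listed for parous rats 84 were measured, and of 34 listed for nulliparous rats, 32.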

Finally, we identified the human orthologs of the rat genes resulting in 91 orthologous human genes in the parous group (‘DEP parous gene signature’) and 34 orthologous human genes in the nulliparous group (‘DEP nulliparous gene signature’) (Supplementary Table 1). These gene signatures separated DEP-treated from the control groups (Fig. 1A,B). 

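The mean signal of the signature genes was lower in each DEP-treated rat than in each control rat, in parous and in nulliparous animals. In parous rats the mean over the measured signature genes, centred on each gene's mean, ranged from −1.28 to −0.26 in DEP-treated rats and from 0.31 to 0.88 in controls (n = 5 in each group), a gap of 0.57. In nulliparous rats it ranged from −0.60 to −0.01 in DEP-treated rats and from 0.37 to 0.65 in controls, a gap of 0.37. Gene by gene, all controls stood above all DEP-treated rats for 63 genes in the parous signature, such as Cldn8 and Plet1, and for 30 in the nulliparous signature. In an exact permutation of 5 against 5 rats, a share of 0.00794 of the splits separates them in either direction. The genes were chosen on these same rats, so the separation is not independent evidence of their direction and was not tested. The epithelial score, from genes outside the signature, was also lower with DEP in parous rats: −1.0 with no adjustment for the kit (exact permutation test, p = 0.0159; −0.72 with the kit removed, exact p = 0.0159). Since the kits were uneven between the groups, the unadjusted differences of this score partly reflect the kit. In nulliparous rats the epithelial score differed by −0.65 (exact permutation test, p = 0.0476; −0.37 with the kit removed, exact p = 0.0159). With no adjustment for the kit, the exact p of the nulliparous score was above 0.05 without DEP_null_27 (−0.68, exact p = 0.0794), DEP_null_28 (−0.58, exact p = 0.103), DEP_null_30 (−0.63, exact p = 0.0952), DEP_null_31 (−0.58, exact p = 0.111), OIL_null_427 (−0.51), OIL_null_428 (−0.54) and OIL_null_429 (−0.65, exact p = 0.0952 for each of these controls). With the kit removed, the lymphoid score was higher, by 1.06 in parous rats (exact permutation p = 0.230) and by 0.89 in nulliparous rats (exact permutation p = 0.222), and the skeletal muscle score differed by 0.65 (exact p = 0.690) and −0.20 (exact p = 0.730). Within the kits the signature medians were −1.63 (Promega; 1 DEP, 3 controls) and −1.32 (Zymo; 4 DEP, 2 controls) in parous rats, and −0.82 and −0.95 in nulliparous rats.

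**Figure D2:**
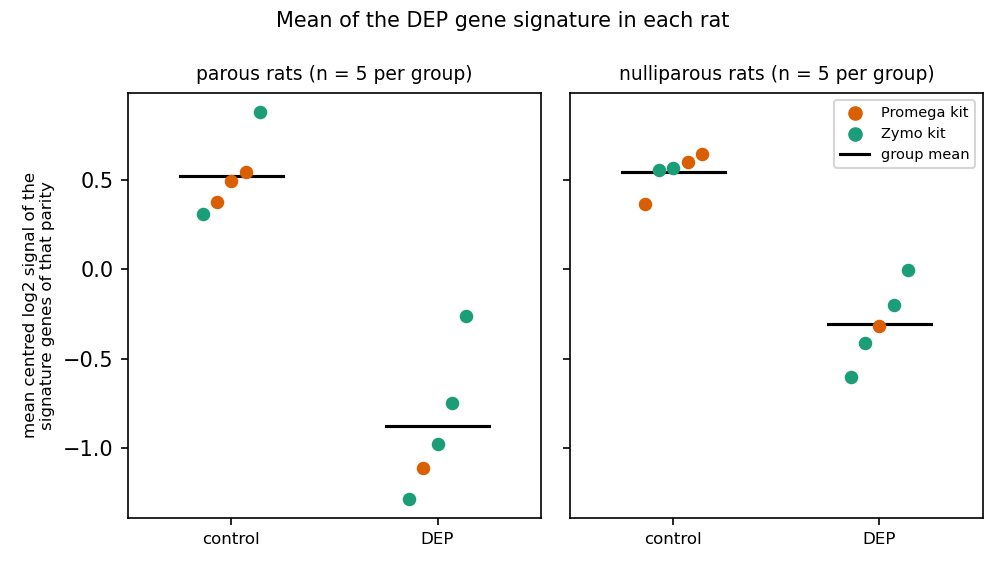
Mean of the measured signature genes in each rat, on a centred log2 scale and with no adjustment for the kit, by group, with the kit marked, for the parous and the nulliparous signature.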

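All 84 measured genes of the parous signature were lower in DEP-treated parous rats, with a median log2 fold change of −1.44 (quartiles −1.67 and −1.25; 2.71-fold lower). Of these, 83 fell, and Plekha6, which codes for a pleckstrin homology protein, did not pass (−0.24, SE 0.23, adjusted p = 0.556). In nulliparous rats, 30 of the 32 measured genes of the nulliparous signature were lower, with a median of −0.86 (1.82-fold lower), and 26 of 27 tested genes fell. Rps16, which codes for a protein of the small ribosomal subunit, differed by 0.13 (SE 0.13, adjusted p = 0.658) in nulliparous rats, with a kit-adjusted mean log2 signal of 8.61 ± 0.16 in DEP-treated rats and 8.48 ± 0.13 in controls (SD, n = 5 in each group). In parous rats Rps16 differed by 0.42 (SE 0.19, adjusted p = 0.310). Nat8l, an acetyltransferase gene, was the other gene on the higher side in nulliparous rats (0.06, SE 0.14). It was below the variance filter and is named because of its value. Adjusted over the list alone, 83 and 30 genes fell, which is not independent evidence, since the list was chosen on these rats. The number of signature genes that fell was 33 without DEP_par_46 and 51 without OIL_par_446 in parous rats, and 0 without DEP_null_29, OIL_null_430 or OIL_null_431 in nulliparous rats.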

All genes in both parous and nulliparous signatures were down-regulated by DEP exposure, except for *Rps16* which was up-regulated in the nulliparous rat group. 

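Of 18 genes listed in both signatures, 16 were measured, and all 16 fell in parous and in nulliparous rats. Their median log2 fold change was −1.55 in parous rats and −1.04 in nulliparous rats. They include Mal2, of apical membrane transport (−1.68, SE 0.29, in parous and −1.13, SE 0.19, in nulliparous rats), Rab25, a GTPase gene of epithelial vesicle recycling (−1.55, SE 0.33, and −1.03, SE 0.24), the surface marker gene Cd24 (−1.55, SE 0.23, and −0.85, SE 0.22) and Wfdc2, a protease inhibitor gene of secretory epithelium (−1.48, SE 0.24, and −1.10, SE 0.18). In parous rats, 9 of the 16 passed without DEP_par_46, where Mal2 and Rab25 are among those that did not, and all but Rab25 without OIL_par_446. In nulliparous rats, none passed without DEP_null_29, OIL_null_430 or OIL_null_431, all but Cd24 without OIL_null_427, and 12 without OIL_null_428, where Cd24 and Rab25 did not. Over all tested genes, 159 passed in both comparisons, all of them lower, against 14.1 by chance (Fisher's exact test over the filtered genes, p = 2.7e-154), and 0 were higher in both (chance 0.0190). Of these 159 genes, 65 are in a signature and 94 in neither, against 7.73 by chance among genes in neither (Fisher's exact test, p = 1.2e-88). The comparisons share no rats, but genes are not independent replicates, so each p overstates the evidence, and the lymphocyte genes were on the higher side in DEP-treated rats of both parities. No gene was shared among those called in at least 13 of 25 rounds or at an adjusted p under 0.05, since 0 nulliparous genes passed there (limma).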

Eighteen genes overlapped between the parous and nulliparous signature, resulting in a final gene panel of 107 genes (‘DEP gene signature’) (Fig. 1C). 

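The genes counted here are the signature genes that the paper assigns to each process, and not all genes of these processes. Of 3 tested genes of mammary alveolus development, 3 fell in parous and 2 in nulliparous rats: the tryptophan hydroxylase gene Tph1 had a log2 fold change of −2.02 (SE 0.59, adjusted p = 0.126) in parous and −2.01 (SE 0.63, adjusted p = 0.226) in nulliparous rats. The prolactin receptor gene Prlr fell in parous rats too and had −1.20 (SE 0.28) in nulliparous rats. Areg, which codes for amphiregulin, fell in parous rats (−2.07, SE 0.51, adjusted p = 0.0812), and in nulliparous rats it had −1.58 (SE 0.62, adjusted p = 0.345). Among genes of the response to hypoxia, 7 of 7 tested fell in parous rats and 4 of 7 in nulliparous rats, such as Aldoc, a glycolytic aldolase gene (−1.55, SE 0.33, and −0.99, SE 0.21), and Cldn3, a claudin gene (−0.99, SE 0.23, and −0.74, SE 0.14). Acaa2, of fatty acid oxidation, was below the variance filter (−1.24, SE 0.22, and −0.78, SE 0.15). The hypoxia and glycolysis list fixed beforehand had medians of 0.04 in parous and −0.06 in nulliparous rats (camera adjusted p = 0.706 and 0.434). Among genes of the response to steroid hormones, 9 of 9 and 4 of 9 fell, such as Abcg2, which codes for an efflux transporter (−1.61, SE 0.29, in parous rats; −1.28, adjusted p = 0.299, in nulliparous rats), and Ptgds, a prostaglandin synthase gene (−1.17, SE 0.29, and −0.94, SE 0.29). Of genes of amine metabolism, 6 of 6 fell in each group, such as the phospholipase gene Pla2g2a (−1.56, SE 0.36, and −1.41, SE 0.33) and the choline transporter-like gene Slc44a4 (−1.35, SE 0.28, and −1.16, SE 0.18). Adjusted over each list alone, 3, 8, 9 and 6 genes fell in parous rats and 3, 7, 7 and 6 in nulliparous rats, which is not independent evidence, since the study chose these genes on these rats. Camera with an estimated correlation gave adjusted p from 0.0108 to 0.0299 in parous rats. In nulliparous rats it gave adjusted p = 0.0275, apart from alveolus development (camera adjusted p = 0.000913, adjusted p = 0.0812 with an estimated correlation). In parous rats, without DEP_par_46 and without OIL_par_446, the lists had 2 and 1 (alveolus), 1 and 5 (hypoxia), 4 and 3 (steroid) and 2 and 3 (amine) genes past the threshold. Areg and Ptgds lost their calls without OIL_par_446 (−1.61 and −0.98), and Aldoc, Cldn3 and Slc44a4 without DEP_par_46 (−1.40, −0.62 and −0.89). With the epithelial score as a covariate, Aldoc (−0.47), Cldn3 (−0.24) and Slc44a4 (−0.43) lost their calls in parous rats. Tph1, Prlr, Areg, Abcg2, Ptgds and Pla2g2a kept theirs with that score. With no kit term Ptgds was −0.48 in parous rats and did not pass. Tph1 and Pla2g2a lost theirs without OIL_par_446 (−1.50 and −1.53) and without DEP_par_46 (−2.66 and −1.75). In nulliparous rats, each count was 0 without DEP_null_29, OIL_null_430 or OIL_null_431, where Aldoc (−1.12, −0.89 and −1.0), Cldn3 (−0.69, −0.79 and −0.71) and Slc44a4 (−1.07, −1.11 and −1.27) lost their calls. Prlr and Pla2g2a lost theirs without these (−1.01, −1.09 and −1.44 for Prlr; −1.35, −1.45 and −1.41 for Pla2g2a) and without OIL_null_428 (−1.20 and −1.43). Tph1 and Ptgds lost theirs without the same 4 rats and without DEP_null_27, DEP_null_28 and OIL_null_427 (−1.98, −1.90, −2.14, −1.93, −1.89, −1.75 and −1.82 for Tph1, in this order; −1.13, −0.82, −0.93, −0.98, −0.81, −0.85 and −0.87 for Ptgds). Areg and Abcg2 passed without DEP_null_30 (−1.77 and −1.44) and without OIL_null_429 (−1.90 and −1.33). The alveolus count was 1 without DEP_null_27, DEP_null_28 or OIL_null_427, 0 without OIL_null_428 and 3 without DEP_null_30 or OIL_null_429. The steroid count was 2 without OIL_null_427, 1 without OIL_null_428 and 7 without DEP_null_30 or OIL_null_429, and the amine count 4 without DEP_null_28 and 2 without OIL_null_428.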

Pathway enrichment analysis of these 107 genes revealed enrichment of gene ontology (GO) terms ‘mammary gland alveolus development’ (*TPH1*, *AREG*, *PRLR*), ‘response to hypoxia’ (*MUC1*, *ACAA2*, *CLDN3*, *TGFB3*, *ALDOC*, *ANGPTL4*, *CD24*, *TLR2*), ‘response to steroid hormone’ (*FOXA1*, *SLC34A2*, *AR*, *KRT19*, *TGFB3*, *PTGDS*, *CD24*, *AREG*, *TLR2*, *ABCG2*) and ‘cellular amine metabolic process’ (*SLC44A3*, *TPH1*, *SLC44A4*, *AADAT*, *PLA2G2A*, *MBOAT1*) (FDR < 0.05).

**Figure 1:**
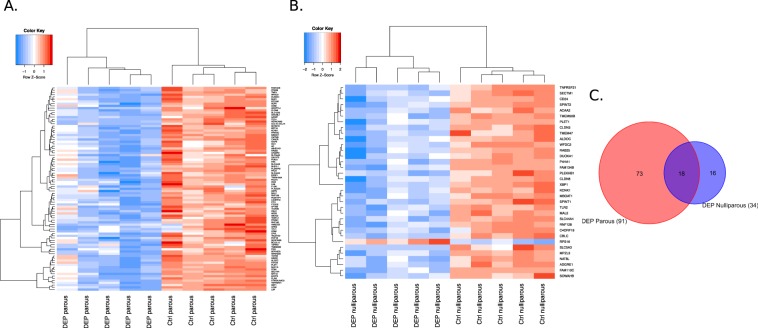
DEP gene signatures in adult (**A**) parous and (**B**) age-matched nulliparous Sprague-Dawley rats identified by limma analysis of bootstrapped samples (FDR < 0.25, fold change ≥1.5). (**C**) Overlap of parous and nulliparous gene signatures. A full list of gene names in each group is provided in Supplemental Information (Table S1).

### DEP gene signature in humans

Among the LIBCSP case cohort, we have 294 subjects with both gene profile and urinary MEP measurement. We compared the full group of cases with urinary MEP information (n = 892) with the subset (n = 294) used in our investigation and found no major differences in clinical, demographic and reproductive factors (Table 1), nor did we detect any difference in MEP distribution between the two groups (Fig. 2).

**Figure 2:**
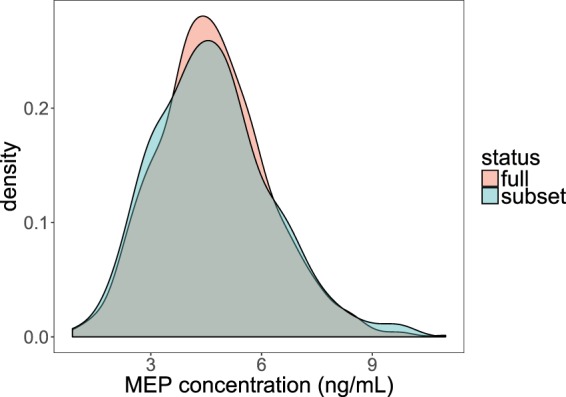
Comparative density distributions of monoethyl phthalate (MEP) concentrations between all samples with urinary MEP concentration (n = 892) and subset of samples with both MEP concentration and DEP gene signature measurement in pre-malignant adjacent breast tissues (n = 294) among LIBCSP case women.

We examined the expression of the 107 DEP gene signature in pre-malignant adjacent breast tissues and found that 85 out of the 107 genes were consistently expressed in over 75% of the 294 tissues examined. Univariate analyses were used to test the association between the expression of these 85 genes with quartiles of urinary MEP using generalized linear models. Overall, four genes were significantly associated with MEP (*AREG*, *TMEM50B*, *CA8*, *C4ORF19*) regardless of menopausal status. Given the different risk factor profiles associated with pre- and postmenopausal breast cancer^36–38^ we stratified our analysis by menopausal status and found that nine and three genes were significantly associated with MEP in the pre-malignant adjacent breast tissue among postmenopausal (n = 189) and premenopausal (n = 99) women, respectively (p < 0.05, Table 2, Fig. 3A). In postmenopausal women, six genes (*AREG*, *TMC4*, *MPZL3*, *P4HA1*, *CA8*, *PLEKHA6*) had decreasing expression with increasing levels of MEP, which was consistent with results from rats where we observed reduced gene expression levels with DEP exposure. Given the limited sample size in premenopausal women, we carried out subsequent analysis in postmenopausal women only. To reduce multiple comparisons and to take advantage of the strong correlation structure among genes, a dimensionality reduction technique, i.e. factor analysis, was carried out (Fig. 4). Factor analysis revealed seven loading factors among the genes in the DEP gene signature (Table 3), of which one of the factors, factor #2, was inversely associated with urinary MEP (p < 0.05, Fig. 3B). The six genes that were identified to be inversely associated with urinary MEP in univariate analysis loaded onto factor #2. We performed transcription factor enrichment analysis of all 20 genes that loaded into factor #2 to identify putative upstream molecules that may regulate these genes. Results revealed enrichment for several transcription factor binding sites including *SOX2*, *AR*, *GATA1*, *FOXA1* and *TBX20* among these genes (p < 0.05, Table 4). Genes contributing to enrichment of *androgen receptor* (*AR*) included *SLC44A3*, *P4HA1*, *CXADR*, *AADAT*, *GALNT3* and *ABCG2*. We then restricted our analysis to *AR* + cases, which we defined as *AR* expression above the lower whisker of Tukey’s boxplot^39^ (n = 167) and found six more genes to be inversely associated with urinary MEP (Table 2).

**Table 2:** Association between DEP gene signature and MEP concentration in pre-malignant adjacent breast tissues (p < 0.05) among LIBCSP case women.

All (n = 294)	P-value	Beta	Postmenopausal (n = 189)	P-value	Beta	Postmenopausal with high AR expression (n = 167)	P-value	Beta	Premenopausal (n = 99)	P-value	Beta
*AREG*	0.014	−0.14	*AREG*	0	−0.22	*AREG*	0	−0.244	*HMGCS2*	0.006	0.41
*TMEM50B*	0.026	0.07	*TMC4*	0.008	−0.23	*SLC5A3*	0.002	0.124	*CLDN8*	0.023	0.26
*CA8*	0.03	−0.11	*TMEM50B*	0.008	0.11	*SPINT1*	0.008	−0.117	*MUC1*	0.039	0.22
*C4ORF19*	0.045	0.13	*MPZL3*	0.013	−0.17	*NAT8L*	0.01	0.262			
			*P4HA1*	0.014	−0.18	*TSPAN1*	0.011	−0.284			
			*CA8*	0.015	−0.16	*P4HA1*	0.015	−0.186			
			*SLC5A3*	0.034	0.09	*TACSTD2*	0.015	−0.137			
			*PLEKHA6*	0.039	−0.15	*TMC4*	0.016	−0.22			
			*NAT8L*	0.045	0.20	*CA8*	0.021	−0.16			
						*SLC44A4*	0.022	−0.238			
						*FXYD3*	0.023	−0.125			
						*MPZL3*	0.032	−0.153			
						*KRT18*	0.036	−0.098			
						*PLEKHA6*	0.037	−0.161			
						*TMEM50B*	0.039	0.075

**Figure 3:**
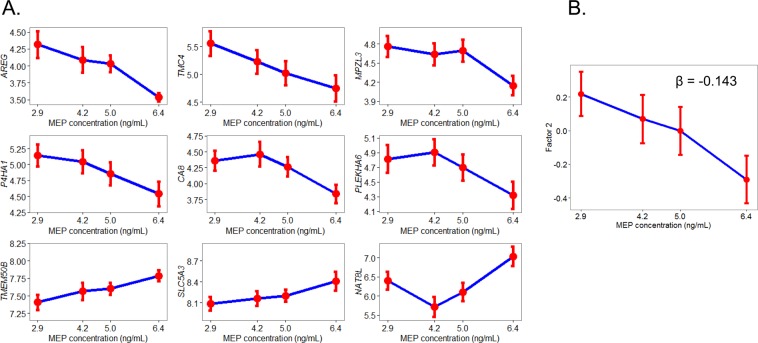
(**A**) Association between DEP gene signature and MEP concentration in pre-malignant adjacent breast tissues among postmenopausal women (n = 189; p < 0.05). (**B**) Association between factor 2 and MEP concentration (p < 0.05). Points on graph depict mean +/− standard error.

**Figure 4:**
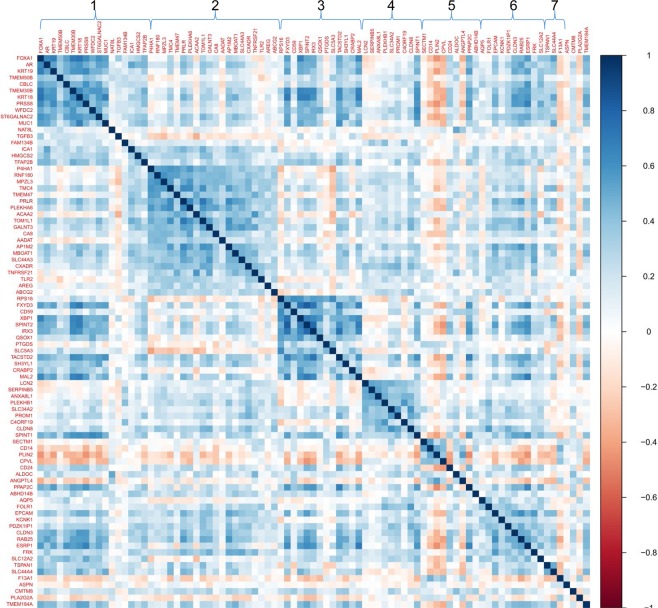
Correlation structure of DEP gene signature in pre-malignant adjacent breast tissues among LIBCSP postmenopausal women, where genes are ordered by factors as indicated by numbers on top of figure.

**Table 3:** Factor analysis of DEP gene signature in pre-malignant adjacent breast tissues among postmenopausal women revealed 7 latent factors.

Factor	Genes loading onto factor
Factor 1	*FOXA1*,*AR*,*KRT19*,***TMEM50B***,*CBLC*,*TMEM30B*,*KRT18*,*PRSS8*,*WFDC2*,*ST6GALNAC2*,*MUC1*,***NAT8L***,*TGFB3*,*FAM134B*,*ICA1*,*HMGCS2*,*TFAP2B*
Factor 2	***P4HA1***,*RNF180*,***MPZL3***,***TMC4***,*TMEM47*,*PRLR*,***PLEKHA6***,*ACAA2*,*TOM1L1*,*GALNT3*, ***CA8***,*AADAT*,*AP1M2*,*MBOAT1*,*SLC44A3*,*CXADR*,*TNFRSF21*,*TLR2*,***AREG***,*ABCG2*
Factor 3	*RPS16*,*FXYD3*,*CD59*,*XBP1*,*SPINT2*,*IRX3*,*QSOX1*,*PTGDS*,***SLC5A3***,*TACSTD2*,*SH3YL1*,*CRABP2*,*MAL2*
Factor 4	*LCN2*,*SERPINB5*,*ANXA8L1*,*PLEKHB1*,*SLC34A2*,*PROM1*,*C4ORF19*,*CLDN8*,*SPINT1*
Factor 5	*SECTM1*,*CD14*,*PLIN2*,*CPVL*,*CD24*,*ALDOC*,*ANGPTL4*,*PPAP2C*,*ABHD14B*
Factor 6	*AQP5*,*FOLR1*,*EPCAM*,*KCNK1*,*PDZK1IP1*,*CLDN3*,*RAB25*,*ESRP1*,*FRK*,*SLC12A2*
Factor 7	*TSPAN1*,*SLC44A4*,*F13A1*
No factor assignment	*ASPN*,*CMTM8*,*PLA2G2A*,*TMEM184A*

Genes in bold are those that were significant at p < 0.05 from univariate analysis (Fig. 3), many of which load onto factor 2.

**Table 4:** Transcription factor enrichment analysis of genes in factor #2 using ChIP-X Enrichment Analysis (ChEA) database via EnrichR.

Transcription Factor	Context^a^	Species	P-value^b^	Adjusted P-value
SOX2	SW620	Human	0.000	0.187
AR	LNCAP	Human	0.003	0.340
SOX2	STOMACH	Mouse	0.011	0.519
FOXA1	ENDOMETRIOID-ADENOCARCINOMA	Human	0.020	0.564
GATA1	MEL	Mouse	0.031	0.623
AR	VCAP	Human	0.036	0.623
TBX20	HEART	Mouse	0.043	0.623
TBX20	HEART	Mouse	0.043	0.623
GATA1	MEL86	Mouse	0.043	0.623
FOXA1	PDAC	Human	0.043	0.623

^a^Refers to cell-line or tissue in which the experiment was done.

^b^The p-value is computed from a Fisher’s exact test (FET), a proportion test that assumes a binomial distribution and independence for probability of any gene belonging to any gene-set.

The top 5 transcription factors that appeared at least twice with a p-value < 0.05 are shown. ChEA is a gene-set enrichment analysis tool that tests if query gene-sets are enriched with genes that are putative targets of transcription factors, utilizing a gene-set library of transcription factors and their putative target genes curated from published ChIP-chip, ChIP-seq, and similar experiments (Lachmann *et al*. 2010).

We compared expression levels of 107 DEP signature genes in adjacent and their tumor counterparts (n = 243 pairs), and found that 33 genes were down-regulated and 34 genes were up-regulated in adjacent compared to corresponding tumor tissues at FDR < 0.05 (Fig. 5). In particular, all six genes found to be inversely associated with urinary MEP in adjacent tissues among postmenopausal women were also down-regulated in adjacent tissues compared to paired tumors. Results on four of these genes (*P4HA1*, *TMC4*, *MPZL3*, *PLEKHA6*) were also validated in the TCGA dataset (FDR < 0.05); however, *AREG* and *CA8* showed the opposite trend.

**Figure 5:**
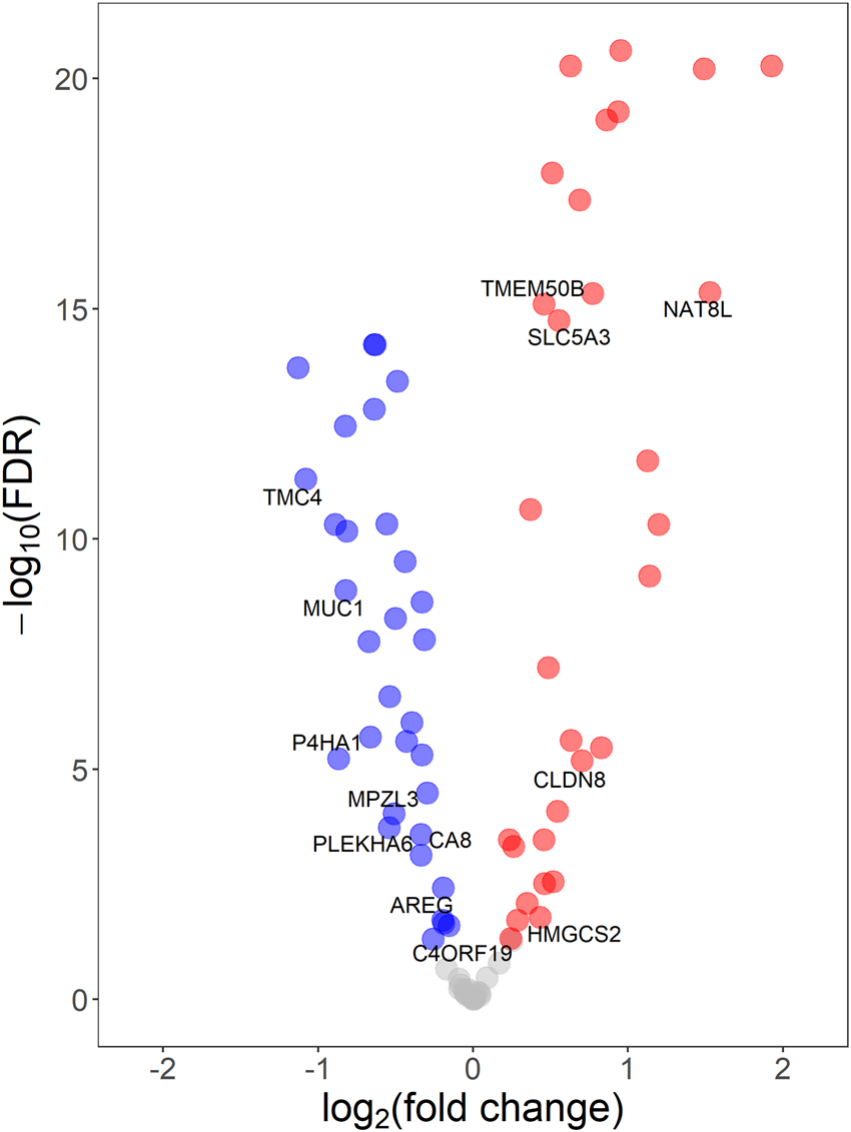
Genes significantly differentially expressed between paired tumor and adjacent breast tissues among LIBCSP postmenopausal women (FDR < 0.05). Blue indicates down-regulation and red indicates up-regulation in pre-malignant compared to tumor, respectively. Labels indicate genes found to be associated with MEP concentration (see Table 2).

## Discussion

In the present study, we identified a DEP-induced gene signature using a rodent model and translated it to a population-based sample of women newly diagnosed with primary breast cancer, who had available pre-malignant adjacent and tumor tissue. To our knowledge, this is the first study of its kind to translate animal data to humans in an appropriate target tissue using a DEP dose relevant to human exposure. Rats have been widely used to study breast cancer since the pre-malignant stages of mammary cancer in rats closely recapitulate the human disease^40^.

We first identified a panel of 107 genes modified by DEP exposure in rats treated chronically from birth to adulthood using a human-level exposure that has previously been shown to result in urinary MEP concentrations within the range reported for the U.S. population^17^. By bootstrapping samples to overcome the limitation of small sample size for each experimental group (n = 5), we were able to show that even at a low, human level exposure, measurable changes in the transcriptome were detectable. The 107 modified genes in adult rats were predominantly down-regulated by DEP exposure and were enriched for biological processes such as ‘mammary gland alveolus development’. Interestingly, overexpression of at least eight genes among the DEP gene signature has been previously reported in breast cancer tissues; these include the genes *FOXA1*^41^, *PRLR*^42^, *TPH1*^43^, *AREG*^44^, *AR*^45^, *XBP1*^46^, *TGFB3*^47^ and *HMGCS2*^48^. Coordinated down-regulated expression of these genes by DEP exposure in our study seemed to suggest an inverse relationship between DEP and breast cancer in animal models. 

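Of the genes reported as overexpressed in breast cancer tissues, 6 were measured, and all 6 fell in DEP-treated parous rats (median log2 fold change −1.47). Besides Prlr, Tph1 and Areg, they are Foxa1, a luminal transcription factor gene (−1.17, SE 0.33, adjusted p = 0.116), Xbp1, a transcription factor gene of the unfolded protein response (−1.20, SE 0.17, adjusted p = 0.0143), and Tgfb3, which codes for a transforming growth factor (−1.09, SE 0.31, adjusted p = 0.116). The kit-adjusted mean log2 signal of Xbp1 was 11.69 ± 0.20 in DEP-treated and 12.89 ± 0.26 in control parous rats (SD, n = 5 in each group), and Xbp1 and Prlr passed whichever parous rat was left out. In nulliparous rats 4 of the 6 genes fell: Prlr, Tph1, Foxa1 (−0.81, SE 0.19) and Xbp1 (−0.88, SE 0.15). Tgfb3 (−0.35, SE 0.15, adjusted p = 0.384) and Areg did not pass. Adjusted over the list alone, 6 genes fell in parous and 5 in nulliparous rats, which is not independent evidence, since these genes come from the signature chosen on these rats. In parous rats Foxa1 and Tgfb3 lost their calls without DEP_par_46 (−0.93 and −0.92) and OIL_par_446 (−1.07 and −1.24), and 3 and 2 genes of the list passed without these rats. With the epithelial score as a covariate, Foxa1 (−0.08) and Tgfb3 (−0.10) were near 0 and lost their calls, while Prlr, Tph1, Areg and Xbp1 kept theirs. In nulliparous rats Foxa1 lost its call without DEP_null_29, OIL_null_428, OIL_null_430 and OIL_null_431 (−0.81, −0.83, −0.69 and −0.94), and Xbp1 without DEP_null_29, OIL_null_430 and OIL_null_431 (−0.93, −0.87 and −0.86). None of the list passed without DEP_null_29, OIL_null_430 or OIL_null_431 (limma), and 1 did without OIL_null_428. Markers of epithelium outside the signature were also on the lower side in DEP-treated rats of both parities. From the lower expression of these genes, the paper tentatively proposes an inverse relationship between DEP and breast cancer in animal models.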

While we could not obtain such information in our animal study (all rats were sacrificed by PND 181, which is too early for spontaneous tumor formation to occur), the suggestive inverse association in our population study^13^ seems to corroborate this postulation.

We next examined the DEP gene signature in pathologically non-malignant tissues because we hypothesized that gross genomic abnormalities in tumor tissues would mask the likely subtle effects of low-dose environmental chemical exposures. In particular we identified by univariate analysis, a subset of six out of 107 genes to be negatively associated with urinary MEP in pre-malignant adjacent tissues of postmenopausal women. 

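The 6 genes are Areg, Car8, P4ha1, Mpzl3, Tmc4 and Plekha6, and in the rats 5 of them fell with DEP in parous and 3 in nulliparous animals, all 6 being on the lower side. In parous rats, Car8, a carbonic anhydrase-related gene, fell (log2 fold change −1.98, SE 0.43, adjusted p = 0.0549; kit-adjusted mean log2 signal 7.68 ± 0.71 with DEP and 9.66 ± 0.65 in controls, SD, n = 5 in each group). Tmc4, a transmembrane channel-like gene (−1.23, SE 0.23), Mpzl3, of the myelin protein zero family (−0.84, SE 0.28), P4ha1, a collagen prolyl hydroxylase gene (−0.83, SE 0.27), and Areg fell as well. In nulliparous rats, P4ha1 (−0.91, SE 0.16, adjusted p = 0.107), Mpzl3 (−0.77, SE 0.15) and Tmc4 (−0.79, SE 0.20) fell, while Car8 (−1.14, SE 0.42, adjusted p = 0.316) and Areg did not pass. Plekha6 did not pass in either group, with −0.04 (SE 0.24, adjusted p = 0.957) in nulliparous rats. Adjusted over the list alone, 5 genes fell in each group, which is not independent evidence, since these genes come from the signature chosen on these rats. In parous rats 1 gene of the list passed without DEP_par_46 or OIL_par_446 and 3 without DEP_par_37, DEP_par_40 or OIL_par_440. Car8 lost its call without DEP_par_46 (−2.01) and OIL_par_446 (−1.78), Areg without OIL_par_446 and Tmc4 without DEP_par_46 (−0.99). P4ha1 lost its call without DEP_par_37, DEP_par_40, DEP_par_46, OIL_par_440 and OIL_par_446 (−0.76, −0.76, −0.53, −0.79 and −0.79). Mpzl3 lost its call without the same rats (−0.86, −0.80, −0.32, −0.83 and −0.93) and without OIL_par_442 (−0.83), and changed sign with the epithelial score as a covariate (0.0364). With that score, P4ha1 (−0.14), Car8 (−0.79) and Tmc4 (−0.54) lost their calls too, while Areg kept its call. In nulliparous rats, 0 passed without DEP_null_29, OIL_null_430 or OIL_null_431 (limma): P4ha1 gave −0.97, −0.85 and −0.93, Mpzl3 −0.68, −0.81 and −0.80, and Tmc4 −0.79, −0.71 and −0.86. Without DEP_null_28 or OIL_null_428, Tmc4 lost its call (−0.77 and −0.77) and 2 genes passed, and without DEP_null_30 or OIL_null_429, 5 did, where Car8 (−1.37 and −1.13) and Areg passed as well.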

The down-regulated expression of these six genes with urinary MEP in humans was consistent with direction of expression change observed in rats by DEP exposure. These six genes have diverse functions. *P4HA1* encodes a component of prolyl 4-hydroxylase, a key enzyme in collagen synthesis; it was shown to be an activator of the HIF-1 pathway in breast cancer and biomarker of poor prognosis in various types of cancers including melanomas^49^, pancreatic cancer^50^ and head and neck squamous cell carcinomas^51^. *MPZL3* (Myelin protein zero like 3) is involved in mediating cell adhesion but little is known about its possible role in cancer pathways. *TMC4* encodes a transmembrane channel protein^52^; while its expression was upregulated in tumor-versus-adjacent tissue in our dataset as well as TCGA, other studies reported its downregulation in high-metastatic breast cancer cell lines compared to their low metastatic counterparts^53^ as well as breast-cancer cells compared to normal breast epithelium^54^, and its increased expression in tumors was associated with better survival of breast cancer patients^55^. *PLEKHA6* (Pleckstrin Homology Domain Containing 6) has been shown to be differentially methylated in head and neck cancer^56^; its high expression was shown to be a positive prognostic factor in lung^57^ and breast^55,58^ cancers. *CA8* (Carbonic Anhydrase 8) encodes an inhibitor of inositol trisphosphate inhibitors which regulate intracellular calcium release fundamental to many cellular processes including mitochondrial energy production and cell fate^59^. *AREG* (Amphiregulin) is a member of the epidermal growth factor family that is expressed in the mammary gland during development and has been shown to promote the growth of normal epithelial cells while inhibiting the growth of aggressive carcinoma cell lines^52^.

The strong correlation structure underlying genes in adjacent tissues enabled us to use factor analysis to derive seven factors, clusters of highly correlated genes, of which one factor, factor 2, showed independent negative association with urinary MEP. Interestingly, all six genes identified by univariate analysis loaded into factor #2, indicating similar expression patterns of these genes. Furthermore, we showed that the six genes that were negatively associated with urinary MEP were also coordinately down-regulated in adjacent compared to paired tumor tissue, and four out of six of these genes were also down-regulated in adjacent compared to paired tumors of the TCGA dataset. Collectively, our results from humans and animals seem to suggest an inverse relationship between DEP exposure and breast cancer development. However, we acknowledge the cross-sectional nature of our study, where urinary MEP concentrations were obtained only at one time-point after breast cancer diagnosis, and may not necessarily reflect lifetime exposure to DEP or whether the exposure occurred prior to diagnosis of breast cancer. Additionally, there is no control (cancer-free) population in the study. Hence, whether phthalate-induced transcriptome changes modify breast cancer susceptibility needs to be further investigated to clarify the etiologic mechanism of phthalates in breast carcinogenesis. Design of the current study does not allow us to claim the direct link between DEP exposure and breast cancer risk. We also have to acknowledge a seeming discrepancy of our results with the studies of López-Carrillo *et al*.^10^ (higher urine levels of MEP associated with increased BC risk) and Sprague *et al*.^11^ (elevated serum levels of MEP associated with increased breast density) for which we currently don’t have an explanation.

To gain insight about upstream molecular regulators of genes associated with urinary MEP in postmenopausal tumor-adjacent breast tissues, we performed transcription factor enrichment analysis of the 20 genes belonging to factor 2 and observed enrichment for AR binding sites among these genes. The anti-androgenic activity of phthalates has been extensively reported, which include endpoints such as shorter anogenital distance and reduced testosterone levels^5,60–62^. While the mechanism of anti-androgenic activity of phthalates has been shown to be mediated by inhibition of testosterone synthesis leading to Leydig cell dysfunction^62,63^, several phthalates have been shown to be able to bind to AR weakly suggesting that phthalates may elicit their effects through both receptor- and non-receptor-mediated pathways^64^. Even though in our study *AR* was among the signature panel of genes disrupted by DEP in rats, its expression was not significantly altered with urinary MEP exposure in human tissues. However, we noted that among postmenopausal women with high *AR* expression, six more genes were significantly associated with urinary MEP, suggesting that *AR* could play a role in the association between phthalate exposure and gene expression.

Our results indicated stronger associations of DEP signature genes among adjacent tissues of postmenopausal women, and not premenopausal women; part of this could be attributed to the smaller sample size among premenopausal (n = 99) compared to postmenopausal (n = 189) women. Premenopausal breast cancers tend to be more aggressive^36^, be associated with poorer survival^37^ and have distinct molecular profiles compared to postmenopausal breast cancers^38^. There was no major difference in distribution of MEP concentrations between premenopausal and postmenopausal women in our dataset. Whether there are different environmental etiologies of premenopausal compared to postmenopausal breast cancers remains to be elucidated.

We found a larger number of genes modified among parous rats (339 genes) compared to nulliparous rats (43 genes) suggesting that parity may play a role in modifying the effects of phthalate exposure on the mammary gland transcriptome. 

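The DEP effect was tested for a difference between parous and nulliparous rats in 1 model of the 20 rats, and no single gene changed more in one group than in the other at the threshold. The gene with the smallest unadjusted p was Slc39a1, a zinc transporter gene (difference of log2 fold changes, parous minus nulliparous, −0.92, SE 0.22, adjusted p = 0.997). Npas2, a clock gene (−0.65, SE 0.17), Egr2, an immediate early gene (0.98, SE 0.30), Ifi27, an interferon-induced gene (−0.73, SE 0.24), and Cldn8 (−1.25, SE 0.41) came next, and none of them passed. With limma, 0 genes passed, 85 of the tested genes had an unadjusted p under 0.05, and 1 gene passed without OIL_null_429. The mean over the parous signature genes differed more from controls in parous than in nulliparous rats, by −0.55, but not beyond what relabelling the parities gives (exact permutation p = 0.0965 over 63504 relabellings), and this is not independent evidence, since that signature was chosen on these parous rats. The difference was −0.24 for the nulliparous signature (exact permutation p = 0.300), −0.35 for the epithelial score (exact permutation p = 0.158) and 0.17 for the lymphoid score (exact permutation p = 0.878). Of 25 gene lists, 9 had a camera adjusted p under 0.05 and 0 with an estimated correlation. Epithelium outside the signature had a median difference of −0.33 and 23 of 24 genes on the lower side (camera adjusted p = 1.9e-07, adjusted p = 0.572 with an estimated correlation), PPAR targets −0.27 and 15 of 15 (camera adjusted p = 0.000289, adjusted p = 0.414 with an estimated correlation) and adipocytes −0.28 and 15 of 16 (camera adjusted p = 0.000635, adjusted p = 0.598 with an estimated correlation). Acute phase and involution had −0.42 with 8 of 11 on the lower side (camera adjusted p = 0.000586, adjusted p = 0.251 with an estimated correlation), and interferon response 0.49 with 13 of 13 on the higher side (camera adjusted p = 9.1e-05, adjusted p = 0.598 with an estimated correlation). No gene of these lists passed over all genes. Adjusted over each list alone, Lbp (−0.59) and Orm1 (−1.08) of the acute phase list, named after their values were seen, and Egr2 of the immediate early genes passed.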

The parous rats in our study completed pregnancy and lactation and were sacrificed 35 days after the end of lactation. Post-lactational involution occurs within a few days of end of lactation whereby apoptosis of secretory structures remodels the gland to its pre-pregnant ductal architecture resembling its virgin counterpart^65^. That we did not observe significant gene expression changes between parous and nulliparous rats suggests that the parous rats in our study had finished involution. 

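In control rats, 2 genes were higher and 3 lower in parous than in nulliparous animals, and all 5 passed. Of 100 splits of the same rats, the real one included, 6 gave at least 5 genes among controls and 10 among DEP-treated rats. Chance can therefore not be excluded for the 5 genes of either group. Spt1, a salivary protein gene, rose (log2 difference, parous minus nulliparous, 1.34, SE 0.13, adjusted p = 0.00759), as did the mast cell protease gene Mcpt8l2 (0.89, SE 0.13). The regenerating lectin gene Reg3b (−1.42, SE 0.15, adjusted p = 0.00919), the protocadherin gene Pcdh17 (−1.15, SE 0.17) and Slc17a8, a glutamate transporter gene (−0.96, SE 0.14), fell. In DEP-treated rats 5 genes were lower in parous animals: Nnat, an imprinted proteolipid gene (−1.36, SE 0.23), Spon2, of the extracellular matrix (−1.09, SE 0.18), Vtcn1, a T cell inhibitor gene (−1.0, SE 0.13, adjusted p = 0.0915), the acetylcholine receptor gene Chrna1 (−0.98, SE 0.16) and Cd14 (−0.77, SE 0.12). With DEP-treated and control rats together (10 parous, 10 nulliparous), 56 genes were higher and 95 lower in parous rats. Fgg (−1.85, SE 0.31, adjusted p = 0.0198), Reg3a (−1.70, SE 0.30), Serpinb5, a serpin gene of myoepithelial cells (−1.14, SE 0.25), Vegfd, which codes for a lymphangiogenic growth factor (−1.07, SE 0.19), and Nnat (−1.01, SE 0.20) fell most, and the 5 genes that rose most carry only provisional locus symbols (1.57 to 1.77). Beside these genes, the lymphoid score was 0.92 higher in parous rats (exact permutation p = 0.0942) and the adipocyte score lower (−0.39, exact permutation p = 0.0148). The control count was 23 without OIL_null_429, 36 without OIL_par_441 and 2 without OIL_par_442. The DEP count was 0 without each of DEP_null_27, DEP_null_28, DEP_null_30, DEP_null_31, DEP_par_37 and DEP_par_41 (limma; 832 genes had an unadjusted p under 0.05 with all rats), 2 without DEP_null_29 or DEP_par_46, 1 without DEP_par_40 and 1178 without DEP_par_38. The count of 151 genes for the rats together was 43, 342, 67, 522, 46 and 60 without DEP_null_30, DEP_null_31, DEP_par_37, DEP_par_38, DEP_par_40 and DEP_par_46. It was 86, 63, 484, 94, 478, 44 and 334 without OIL_null_427, OIL_null_428, OIL_null_429, OIL_null_431, OIL_par_441, OIL_par_444 and OIL_par_446, and with no kit term, 0 genes passed in each of the comparisons of parity. The paper proposes that the parous rats had finished involution.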

Parity is known to reduce the risk of developing breast cancer^66^; however how environmental factors interact with parity to influence cancer susceptibility is unknown. Our results suggesting that phthalate exposure had a more profound effect on the transcriptome of parous compared to nulliparous rats warrants further investigation, for example, by examining rates of spontaneous mammary tumor formation among exposed and control groups later in life.

We acknowledge some limitations of our study. First is the translation of findings from rats to humans. While rats have been a useful model system to study breast cancer, important species-specific differences exist, including an accelerated lifespan leading to condensed mammary developmental timing in rats, six pairs of mammary glands in rats compared to one in humans^67^ as well as species-specific differences in response to environmental chemicals^68^. Nevertheless, Sprague-Dawley rats have been shown to be one of the most physiologically relevant and genetically defined animal models for studying human sporadic breast cancer^69,70^. For example, they share similar age-equivalent distribution of mammary tumors as in human population; mammary carcinomas from this animal model also share many morphological and molecular features, including estrogen-dependence, chromosomal instability, aneuploidy, and deregulation of cell cycle with breast cancer in human populations^71^. Additionally, we did not have a technical possibility to run additional assays such as *in situ* hybridization experiments or immunohistochemical staining to confirm the expression changes in the caudal mammary glands. Second is the translation of findings from normal mammary glands in rats to cancer-adjacent breast tissues in humans. Extratumoral benign-appearing tissues lying adjacent to breast tumors have been shown to harbor genomic alterations such as somatic loss of heterozygosity, methylation changes and shortened telomeres, and in some cases may have been infiltrated with tumor cells^72^ – the so-called “field effect” – making it harder to untangle the subtle effects of low-dose environmental chemical exposures on transcriptome pattern. Finally, the route of exposure used in animal studies involved oral gavage, while exposures to many environmental chemicals, including phthalates have been shown to occur via multiple routes other than oral, such as dermal or by inhalation^62^. However, we attempted to resolve this issue by calibrating the exposure dose to achieve similar urinary biomarker concentration in rats and humans.

## Conclusion

Using an integrative and translational approach, we identified a DEP gene signature in an animal model which was partially validated in a human population. Functional relevance of the gene signature indicated by in silico pathway analysis further support the potential causal role of phthalate in breast carcinogenesis.

## Supplementary information

Table S1.

## Data Availability

Microarray data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE95554.

# Supplementary material for: Gene expression profiles for low-dose exposure to diethyl phthalate in rodents and humans: a translational study with implications for breast carcinogenesis
**Source:** Sci Rep. 2020 Apr 27;10:7067. doi: 10.1038/s41598-020-63904-w
**Supplement:** Supplementary file 1 — Table S1.

**Supplementary Information** for the paper:

**Gene expression profiles for low-dose exposure to diethyl phthalate in rodents and humans: a translational study with implications for breast carcinogenesis**

Kalpana Gopalakrishnan^1*^, Vasily N. Aushev^1*^, Fabiana Manservisi^2^, Laura Falcioni^2^, Simona Panzacchi^2^, Fiorella Belpoggi^2^, Humberto Parada Jr^3^, Gail Garbowski^4^, Hanina Hibshoosh^5^, Regina M. Santella^4^, Marilie D. Gammon^6^, Susan L. Teitelbaum^1^, Jia Chen^1,7,8,9,@^

**Table S1. DEP gene signature identified in rats.** Samples were bootstrapped to choose 4 out of 5 samples in DEP and in control groups, resulting in 25 rounds of differential gene expression analysis each for parous and for nulliparous groups carried out by limma using a FDR < 0.25 and fold change ≥ 1.5. ‘+’ indicates that the gene is present and ‘-‘ indicates that the gene is absent.

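Plus and minus signs in the table say whether a gene belongs to the parous or the nulliparous signature, and do not give a direction of change. The genes are listed by human symbols, and C4ORF19 was read as rat C14h4orf19, which fell in both groups (log2 fold change −1.57, SE 0.22, in parous and −1.17, SE 0.21, in nulliparous rats). C14h4orf19 passed in parous rats whichever rat was left out, and in nulliparous rats not without DEP_null_29, OIL_null_430 or OIL_null_431. Choosing 4 of 5 rats in each group gives 5 choices per group and so 25 rounds. Of the measured signature genes, 72 of 84 passed in at least 13 rounds in parous rats and 83 in at least 1. In nulliparous rats 0 of 32 passed in at least 13 rounds and 26 in at least 1.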

How the deposited data were processed for this re-analysis (not part of the article)

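Gene expression in the mammary glands of 50 rats was analysed, of which the 20 DEP-treated and vehicle control rats are those of the article. The values used are log2 signals of an Affymetrix rat gene array. According to the authors, they background-corrected, quantile-normalised and summarised the array intensities per transcript cluster by robust multi-array averaging (RMA) with Affymetrix Expression Console (version not given) before the log2 values were deposited. Values of an array ranged from 2.79 to 14.47. The article also describes an adjustment for the RNA extraction kit by ComBat in R 3.0.2, but the deposited values still carried a kit difference. By a rule fixed before the data were examined, the kit was therefore fitted as an additive term wherever over 5% of genes differed between the 2 kits at an adjusted p under 0.05. Correlations between arrays ranged from 0.851 to 0.993, and no 2 arrays were copies of each other (lowest root mean square difference 0.256). Signals of RMA arrays have no reads to count, so no depth is given, and low signals were handled by the intensity filter.

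Probesets were named by the array's annotation, and probesets with several or no gene symbols were left out. For 291 genes with several probesets, the probeset with the highest mean over the rats was used. Genes were tested after the intensity and variance filters that the article describes, both computed over the 20 rats. Gene set tests used the 13284 genes past the intensity filter. Values of named genes below the variance filter, and counts adjusted over a list alone, came from a fit of all 18166 genes. Fits used limma 3.58.1 (lmFit and eBayes) in R 4.3.3 with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Each DEP comparison was a fit of 10 rats, with group and kit as terms, and group means and SDs of single genes are given after the kit difference was removed from the values of these rats. Genes passed at a Benjamini-Hochberg adjusted p under 0.25 and a fold change of at least 1.5 (0.58 on the log2 scale). In the 25 rounds, each combination of 4 of 5 DEP-treated and 4 of 5 control rats was fitted in the same way. The article does not say in how many rounds a gene had to pass, so counts are given for all 25 rounds, at least 13 and at least 1. The difference of the DEP effect between parities was an interaction term in a fit of 20 rats, and parous rats were set against nulliparous rats among controls, among DEP-treated rats and with treatment as a term. Methyl paraben, triclosan and mixture rats were each set against the control rats of their parity, and share these controls with the DEP comparison.

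The 25 lists fixed before the data were examined cover milk proteins, hormone-sensing luminal cells, androgen-responsive genes, steroid receptors and steroid metabolism, PPAR targets, hypoxia and glycolysis, lipogenesis, cell cycle, xenobiotic metabolism, immediate early genes, interferon response, acute phase and involution, ribosomal proteins, epithelium outside the signature, basal cells, adipocytes, brown adipocytes, fibroblasts, endothelium, macrophages, T and NK cells, B and plasma cells, skeletal muscle, Schwann cells and skin keratinocytes. A further 7 lists hold genes that the article names. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, adjusted over the lists. Counts "adjusted over the list alone" apply the same thresholds with adjustment over the members of that list. Epithelial, lymphoid, muscle and adipocyte scores are means of centred log2 values over the genes of a list, compared by exact permutation tests, whose smallest p for 5 against 5 rats is 0.00794. The genes named were chosen by a rule fixed before the data were examined: in each DEP comparison the 10 largest changes in each direction past the threshold, in the other comparisons the 5 largest or, where none passed, the 5 with the smallest p, every gene that the article names for rats or in its gene lists, up to 4 members of each list that passed, and the members of a cell type list with the highest level where none passed. The values in the article's own tables had been seen when the rule was written. Genes named outside the rule are said to be so.

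Each comparison was repeated with the alternatives set beforehand: no kit term, rats of the Zymo kit alone, all 50 or the 20 rats in 1 model, other filters, every named probeset, quantile normalisation over the 20 rats, other thresholds, an intensity trend with robust estimation, array weights, the epithelial score as a covariate and leaving out each rat in turn. Added after seeing the data were the lymphoid score as a covariate, ComBat with the kits as batches over 50 and over 20 rats, scores adjusted for the kit, and models of 50 rats with the lymphoid or the epithelial score. Each count of genes was also taken over 100 splits of the same rats (random seed 11). The median correlation of the lymph node markers with the lymphoid score was set against 10000 random lists of the same size and level. Rats further than the others of their group were found with Dixon's ratio (critical value 0.71 for 5 rats). The fits were tested on simulated data of 7000 genes on the same design: with a log2 change of 1, 93% of changed genes were called in the parous and the nulliparous design, and 21 of 213 and 18 of 209 calls were false. The simulated genes varied independently of each other, whereas the genes of these rats vary together. These rates therefore check the fits and do not carry over to the data. Genes of the signature without a named probeset, probesets without a gene symbol, and the article's human results are not analysed here.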

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

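In this part the test of lymph node markers and the splits were set before their results were seen, and the test of the kits on the lymphoid score was chosen after. The preset rule for the markers used their median correlation and random lists, and it was met in favour of lymph node tissue. A further condition, that each stroma and vessel gene follow the score, was not part of that rule. Single rats far from the other 4 of their group were found in scores and in named genes. Of 468 such tests, 45 passed the critical value, against 23.4 by chance at about 1 in 20, and genes of a list are not independent of each other. In scores, the ratio of the gap to the range was 0.974 for muscle in DEP_null_27, 0.893 for lymphoid content in DEP_par_38 (the lowest of its group), 0.886 for muscle in DEP_par_41, 0.721 for muscle in a methyl paraben parous rat, 0.819 for lymphoid content in a triclosan parous rat and 0.860 for lymphoid content in OIL_null_429.

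Among genes, DEP_par_38 stood apart in T and B cell genes (Cd3g 0.931, Cd3d 0.919, Lck 0.790, Ms4a1 0.877, Cd79b 0.862, Mzb1 0.796), in Tnfsf11 (0.913), Donson (0.852), Camk4 (0.757) and Parp8 (0.730), in epithelial and skin genes (Krt14 0.723, Krt10 0.801, Muc1 0.725, Tmc4 0.797), and in Postn (0.805), Loxl1 (0.797), Fads1 (0.827) and Tgfb3 (0.790). Muscle genes and Cd163 were apart in DEP_par_41 (Ckm 0.914, Acta1 0.881, Myl1 0.847, Tnnt3 0.761, Cd163 0.807), and Orm1 in DEP_par_46 (0.758). Parous controls apart were OIL_par_446 for Ankrd22 (0.815), OIL_par_444 for Cfd (0.716), OIL_par_441 for Postn (0.813) and OIL_par_440 for Mrc1 (0.787). In nulliparous rats, DEP_null_27 was apart in Tnnt3 (0.775), Cpt1b (0.729), Myl1 (0.714) and Ckm (0.713), DEP_null_28 in Cd24 (0.787), DEP_null_29 in Cyp2b1 (0.751) and DEP_null_30 in Cd163 (0.715). Nulliparous controls apart were OIL_null_429 for Slfn4 (0.741), Tom1l1 (0.727) and Cfd (0.711), and OIL_null_428 for Slc34a2 (0.738).

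A signal in data that the paper did not report was the first principal component of all 50 rats with the kit removed, which held 48.5% of the variance (10.6% on the second), with 19 of 22 lymphocyte genes among the 332 highest loadings, led by Cr2, Ms4a1 and Ccl19. Of 95 signature genes, 94 loaded on the opposite side, where Wap, Serpinb5 and Car8 led. Since the kit was removed beforehand, an additive kit difference was taken out by construction, and the kit difference of the lymphoid score, −0.0384 SD between rats of a group (−0.337 to 0.260 for 1 SE on either side), decides nothing further. Lymph node tissue in some of the glands cannot be told apart from lymphocytes in the gland itself: 10 genes of lymph node stroma and follicles outside the lymphocyte lists, 9 of them above the intensity filter, had a median correlation with the lymphoid score of 0.911 over 50 rats (0.905 within Promega and 0.939 within Zymo rats, 0.902 without the 2 farthest rats, against a 95th percentile of 0.217 for random lists), but Cxcr5, Fcer2, Ltb, Gpr183 and Cd74 (mean log2 signal 13.1) are also expressed by lymphocytes or antigen-presenting cells and would follow the score in either case. Of the others, the chemokine genes Ccl19 (0.98), Ccl21 (0.81, mean log2 signal 12.2) and Cxcl13 (0.81, mean log2 signal 11.2) followed the score, the vessel gene Madcam1 (−0.30) did not, and Chst4 (0.41) is the gene below the filter and shows nothing, while the dissection of lymph nodes is not given in the sources used here, and no biological explanation was tested.

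Of the genes past the threshold in DEP-treated parous rats, 375 are in neither signature (135 in nulliparous rats), such as Klk1c9 and Spink8. The paper counts more genes than its signatures hold and does not name the rest. The number of genes past the threshold cannot be taken as beyond chance: among 100 splits of the same 10 parous rats into 5 and 5, 7 gave at least 468 genes, the real split included (highest other 1632), and in nulliparous rats 9 gave at least 200 (highest other 753). Splits that call several times the real count point to a structure of the samples.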

How the results depend on the processing

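The median of the signature genes kept its sign in each setting run (−1.55 to −0.61 in parous and −0.95 to −0.57 in nulliparous rats, leaving out rats aside), while the counts of genes depend on the setting. Lymphoid and ComBat settings, the model of 50 rats with the epithelial score and the scores adjusted for the kit were added after seeing the data, and for changed results the cause was not tested unless stated. Rounds within the Zymo rats were not run because too few controls remain. Quantile normalisation, the model of 20 rats and ComBat over 20 rats were not run for the other chemicals, whose rats are outside the 20. Array weights were estimated from few rats and did not always converge. Signal over background limits the genes tested to those past the intensity filter, and array signals near background compress fold changes.

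With no kit term, the counts were 42 (DEP, parous), 0 (DEP, nulliparous), and 0, 0 and 0 for parous against nulliparous rats among controls, DEP-treated rats and together. Among Zymo rats, which are fewer, they were 8, 1, 1, 2 and 41 in the same order, and 1265 for triclosan in nulliparous rats. With all 50 rats in 1 model, DEP in parous rats gave 843, the parity comparisons 3, 407 and 88, methyl paraben in parous rats 1, and all 25 rounds in parous rats 248. With the 20 rats in 1 model, DEP in parous rats gave 825, parity among controls 3 and among DEP-treated rats 161, and all 25 rounds 149 and 16 (parous, nulliparous). At an adjusted p under 0.05, DEP gave 97 and 0 and the parity comparisons 2, 0 and 11, and with no fold change limit, DEP in parous rats 751 and parity together 848. At an unadjusted p under 0.05 with the fold change limit, DEP in nulliparous rats gave 323, the interaction 42, parity 70 (controls) and 348 (DEP), methyl paraben 12 and 16, triclosan 13 and 22, the mixture 46 and 4 (parous, nulliparous), and all 25 rounds 87 and 51. With array weights, DEP gave 1457 and 540, parity 65, 1092 and 476, methyl paraben 2 (parous), triclosan 575 and 213, and all 25 rounds 65 (parous). With the epithelial score as a covariate, DEP in nulliparous rats gave 0, parity among DEP-treated rats 3 and together 25. The signature medians were then −0.84 (parous) and −0.84 (nulliparous, against −0.86 without it), and the nulliparous calls ended with a median SE over the signature genes of 0.23 against 0.19. In a model of 50 rats with this score they were −0.61 and −0.57. With the lymphoid score as a covariate, DEP in nulliparous rats gave 0, parity 11, 9 and 20, methyl paraben in parous rats 1, and all 25 rounds in parous rats 35. ComBat over 50 rats gave 3 for parity among DEP-treated rats and 28 for all 25 rounds in parous rats, and ComBat over 20 rats 3 for that parity comparison and 13 for DEP in nulliparous rats. The counts of DEP in parous rats stayed within 1.5 times with the epithelial score (597), the lymphoid score (367) and ComBat over 50 (404) and 20 rats (333). Passing in at least 13 rounds was met by 202 genes in parous rats, and in at least 1 round by 1961 and 911. Of the 25 lists fixed beforehand, those past an adjusted p of 0.05 were 13 in parous and 12 in nulliparous rats with camera, 0 and 0 with an estimated correlation, and 6 and 3 with fry, and the overlap of both comparisons was 0 for calls in at least 13 rounds and 0 at an adjusted p under 0.05.

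Leaving out each rat in turn, the lowest and highest counts were 64 and 1485 (DEP, parous), 0 and 551 (DEP, nulliparous), 0 and 1 (interaction), 2 and 36 (parity, controls), 0 and 1178 (parity, DEP), 43 and 522 (parity together), 0 and 382 (triclosan, nulliparous), and, for all rounds, of which 5 remain and make the rule easier, 0 and 589 (parous) and 0 and 29 (nulliparous). The lowest DEP counts came without DEP_par_46 (parous) and without OIL_null_430 or OIL_null_431 (nulliparous). DEP_par_46 was the only Promega rat of its group, and the other 2 were the only Zymo controls of theirs. With no adjustment for the kit, the epithelial score of nulliparous rats ranged from −0.79 to −0.51 and that of parous rats from −1.17 to −0.84. The signature medians ranged from −1.58 to −1.32 (parous) and −0.95 to −0.80 (nulliparous). The last 2 digits of the nulliparous animals' numbers do not pair the rats: deviations of same-numbered rats correlated at 0.44, −0.09, 0.16, −0.09 and 0.08, and a block on these digits gave 1 gene and a signature median of −0.69.

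Of 214 results for named genes, 124 past the threshold, 4494 values in other settings were compared: 3480 stayed on the same side in the same direction, 914 dropped below the threshold, 74 passed it and 26 changed sign. With no kit term, Hsd17b12 (0.19) and Pfkfb3 (−0.0836) changed sign in parous rats and Snrk (−0.13), Kpna5 (−0.11), Clec10a (0.15) and Tlr2 (0.0041) in nulliparous rats. With the epithelial score as a covariate, the sign changed in parous rats for Tnfsf11 (−0.25), Parp8 (−0.26), Camk4 (−0.0864), Pik3ap1 (−0.21), Donson (−0.0628), Krt14 (0.81), Myh11 (0.96), Lgals7 (1.34), Cd3g (−2.25), Cd4 (−1.36), Lck (−1.65), Mzb1 (−2.30), Fads1 (0.19), Hsd17b12 (0.0049), Fabp3 (0.10), Ehhadh (0.18), Fads2 (0.11), Slc34a2 (0.13) and Mpzl3 (0.0364), and with the lymphoid score for Mzb1 (−0.77).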

Differences from the paper's values

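For parous rats the paper reports 339 differentially expressed genes from its 25 rounds, against 0 genes here that passed its thresholds in all 25. Of the alternatives set before the data were examined, the model of all 50 rats gave 248, which is within 1.5 times of the paper's 339. The other alternatives did not come within 1.5 times, among them the model of 20 rats (149), an unadjusted p under 0.05 (87), array weights (65), at least 13 rounds (202), at least 1 round (1961) and leaving out DEP_par_38 (589 in its 5 remaining rounds, an easier rule). For nulliparous rats the paper reports 43 genes, against 0 here. An unadjusted p under 0.05 (51) and leaving out DEP_null_30 (29 in its 5 remaining rounds, an easier rule) gave values within 1.5 times of the paper's 43, and the others did not, among them the model of 20 rats (16) and at least 1 round (911). The paper does not say in how many rounds a gene had to pass. Outside the rounds, a single fit of all 10 rats gave 468 genes, which is within 1.5 times of the paper's 339, and 200 genes, which is not within 1.5 times of its 43. Among settings added after seeing the data, the lymphoid score gave 35 and ComBat over 50 rats 28 in parous rats.

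The paper states that the signature genes were lower in DEP-treated rats apart from Rps16, which it gives as higher in nulliparous rats. Over the whole list, 84 of 84 measured genes were lower in parous and 30 of 32 in nulliparous rats here, so the direction is the paper's for these and for Rps16 (0.13). Rps16 did not pass (limma, adjusted p = 0.658), and Nat8l was also on the higher side (0.06), likewise without passing. The paper finds no genes that differ between parous and nulliparous rats, whereas 5 genes passed among controls, 5 among DEP-treated rats and 151 with both together here, at the thresholds of its DEP comparison, since it states none for parity. Of 100 splits of the same rats, 6, 10 and 2 gave as many genes in this order. Chance is not excluded for these counts, so they need not contradict the paper. The paper describes more genes in parous than in nulliparous rats, which is also the order here in the fit of all 10 rats, and it does not test the difference, for which 0 genes passed here (limma; 85 with an unadjusted p under 0.05).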

Other observations

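Of the tests in this part, those of the kits, the lymphoid score, the basal genes and the model of 50 rats with the epithelial score, and the splits for the interaction and the other chemicals, were chosen after the result was seen, and the splits for parity and the 25 rounds before. Genes of fibroblasts and extracellular matrix were on the lower side in DEP-treated parous rats (median −0.46; camera adjusted p = 0.000615, adjusted p = 0.623 with an estimated correlation), and 3 fell (4 when adjusted over the list alone): Mfap5, of microfibrils (−1.01, SE 0.33), Postn, a matrix protein gene (−0.94, SE 0.25), and Loxl1, of elastin crosslinking (−0.73, SE 0.24). None of them passed without DEP_par_46 or OIL_par_446, and 1 without DEP_par_37 or DEP_par_40, while Loxl1 did not pass without DEP_par_41 (−0.70) nor Mfap5 without OIL_par_442 (−0.97). In nulliparous rats the list had a median of −0.29 (camera adjusted p = 0.0724), 0 passed over all genes (limma) and 1 without DEP_null_30 or OIL_null_429. Of milk protein genes, only Mfge8, of milk fat globules, fell in parous rats (−0.70, SE 0.23), and 6 fell when adjusted over the list alone (median −0.70; camera adjusted p = 0.00282, adjusted p = 0.623 with an estimated correlation). Without DEP_par_37, DEP_par_40, DEP_par_46 or OIL_par_446, 0 milk genes passed, against 6 without DEP_par_38, 2 without OIL_par_441 and 3 without OIL_par_444, where Mfge8 did not pass (−0.56). In nulliparous rats, their median was −0.33 (camera adjusted p = 0.0699), and 1 passed without DEP_null_30, OIL_null_427 or OIL_null_429. Of 16 tested androgen-responsive genes, 6 fell in parous rats, such as the protease gene Tmprss2 (−0.96, SE 0.25), the metalloreductase gene Steap4 (−0.77, SE 0.16) and the vesicle gene Tpd52 (−0.75, SE 0.16), with 8 lower and 1 higher when adjusted over the list alone (camera adjusted p = 0.0336, adjusted p = 0.261 with an estimated correlation). The count was 3 without DEP_par_37, DEP_par_40, DEP_par_41, OIL_par_440, OIL_par_441 or OIL_par_442, 1, Steap4, without OIL_par_446 and 0 without DEP_par_46. In nulliparous rats, the prostaglandin dehydrogenase gene Hpgd (−1.01, SE 0.29) and the transcription factor gene Zbtb16 (−0.81, SE 0.18) fell (camera adjusted p = 0.0337, adjusted p = 0.353 with an estimated correlation), 1 of them without DEP_null_28 or OIL_null_427 and 0 without DEP_null_29, OIL_null_428, OIL_null_430 or OIL_null_431.

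Macrophage genes Clec10a (−1.23, SE 0.30), Cd163 (−1.14, SE 0.26) and Mrc1 (−0.61, SE 0.18) fell in parous rats too (list camera adjusted p = 0.102), though none did without DEP_par_46 or OIL_par_446, Mrc1 also not without DEP_par_37, OIL_par_441, OIL_par_442 or OIL_par_444 (−0.58 to −0.53), and 2 other macrophage genes rose without DEP_par_38. Clec10a was −0.20 with no kit term, and the list had a median of 0.07 among Promega and −0.51 among Zymo rats. Of steroid receptor and metabolism genes, Hsd17b12 fell in parous rats (−0.61, SE 0.23; camera adjusted p = 0.0247, adjusted p = 0.212 with an estimated correlation) and Hsd11b1 in nulliparous rats (−0.62, SE 0.19; camera adjusted p = 0.0724). Hsd17b12 lost its call without DEP_par_37, DEP_par_40, DEP_par_46, OIL_par_440, OIL_par_441, OIL_par_442 and OIL_par_446 (−0.66 to −0.47), and was 0.19 with no kit term and 0.0049 with the epithelial score as a covariate. In this list, 0 passed without DEP_par_40, DEP_par_46, OIL_par_442 or OIL_par_446, 2 without DEP_par_38, DEP_par_41 or OIL_par_441 and 4 without OIL_par_444, and in nulliparous rats 2 without OIL_null_429 and 0 without any of the others but DEP_null_30 and DEP_null_31. Hypoxia and glycolysis genes went both ways in parous rats (median 0.04; camera adjusted p = 0.706), with Pfkfb3, of glycolytic control, higher (0.66, SE 0.17) and not past the threshold without DEP_par_46 (0.77) or OIL_par_446 (0.61), where 0 and 1 genes of the list passed, or with no kit term (−0.0836), and had a median of −0.06 in nulliparous rats (camera adjusted p = 0.434), with 2 genes, Aldoc and P4ha1, past the threshold and 0 without DEP_null_29, OIL_null_430 or OIL_null_431. Of lipogenic genes, the desaturase genes Fads2 (−0.85, SE 0.29) and Fads1 (−0.76, SE 0.29) fell in parous rats (camera adjusted p = 0.213), with all rats or without DEP_par_38 or OIL_par_444 (0.11 and 0.19 with the epithelial score as a covariate), and Me1, a malic enzyme gene, in nulliparous rats (−0.66, SE 0.15; camera adjusted p = 0.208), though not without DEP_null_29, OIL_null_428, OIL_null_430 or OIL_null_431. Cyp2b1 was the only xenobiotic gene to fall in parous rats (−1.67, SE 0.60; camera adjusted p = 0.102), and did so with all rats or without DEP_par_38, OIL_par_441 or OIL_par_444 (−1.71 to −1.29 without the others), while 3 xenobiotic genes fell without DEP_par_38 or OIL_par_444. In nulliparous rats the list had camera adjusted p = 0.0213 and adjusted p = 0.353 with an estimated correlation. In nulliparous rats, Cd14 (−0.92, SE 0.20) and Lcn2 (−0.72, SE 0.22) of the acute phase fell (camera adjusted p = 0.0234, adjusted p = 0.407 with an estimated correlation), 1 of them without DEP_null_27, DEP_null_28, OIL_null_427 or OIL_null_428 and 0 without DEP_null_29, OIL_null_430 or OIL_null_431. There, hormone-sensing genes had a median of −0.65 (camera adjusted p = 0.00253, adjusted p = 0.353 with an estimated correlation; 2 fell, 4 without OIL_null_429 and 0 without DEP_null_29, OIL_null_428, OIL_null_430 or OIL_null_431), and PPAR targets −0.35 (camera adjusted p = 0.00627, adjusted p = 0.407 with an estimated correlation; 0 passed, 2 when adjusted over the list alone). Egr2 was the only immediate early gene to fall in nulliparous rats (−0.89, SE 0.28; camera adjusted p = 0.311), with all rats or without DEP_null_30 or OIL_null_429, against 0.09 for the median in parous rats, where 1 gene passed without OIL_par_444. Rps18l5 was the only ribosomal protein gene to rise in nulliparous rats (0.74, SE 0.19; camera adjusted p = 1.7e-05, adjusted p = 0.407 with an estimated correlation), though not without DEP_null_29, OIL_null_428, OIL_null_430 or OIL_null_431, and with 1 gene lower beside it without DEP_null_31. In parous rats the list had a median of 0.05 (camera adjusted p = 0.00288, adjusted p = 0.623 with an estimated correlation).

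In the lists that follow, 0 genes passed with all rats (limma). Interferon response had a median of 0.41 in parous (camera adjusted p = 0.00161, adjusted p = 0.623 with an estimated correlation) and 0.04 in nulliparous rats (camera adjusted p = 0.101), with 3 genes past the threshold without DEP_par_38, 2 without OIL_par_444 and 2 without OIL_null_429. Skeletal muscle had 0.63 (camera adjusted p = 0.0283, adjusted p = 0.639 with an estimated correlation) and −0.62 (camera adjusted p = 0.600), and 1 gene, Acta1 (−1.80), passed without DEP_null_27. Basal genes had −0.26 (camera adjusted p = 0.355) and 0.15 (camera adjusted p = 0.184), with 2 past the threshold without DEP_par_38. Endothelium had 0.11 (camera adjusted p = 0.301) and 0.19 (camera adjusted p = 0.00516, adjusted p = 0.407 with an estimated correlation), and cell cycle genes 0.14 in parous rats (camera adjusted p = 0.102), with 1 past the threshold without DEP_par_38 and 2 without OIL_par_444. Adipocytes had −0.16 (camera adjusted p = 0.884) and 0.03 (camera adjusted p = 0.137), brown adipocytes −0.02 (camera adjusted p = 0.901) and −0.02 (camera adjusted p = 0.715), Schwann cells −0.04 (camera adjusted p = 0.355) and 0.15 (camera adjusted p = 0.208) and skin keratinocytes 0.13 (camera adjusted p = 0.708) and 0.03 (camera adjusted p = 0.790). Of these, 1 to 3 genes passed without DEP_par_38 or OIL_par_444 (adipocytes, brown adipocytes, Schwann cells), OIL_null_429 (adipocytes, brown adipocytes) or DEP_null_31 (Schwann cells). Of 18 tested genes that the article places in its second factor, 17 fell in parous and 14 in nulliparous rats (camera adjusted p = 0.0263 and 0.0275 with an estimated correlation), which is not independent evidence; 8 fell without DEP_par_46 or OIL_par_446, 9 without DEP_null_28, 7 without OIL_null_428 and 0 without DEP_null_29, OIL_null_430 or OIL_null_431.

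Signature genes were lower in DEP-treated rats whichever kit was used, and 3 explanations were weighed. Among Zymo rats alone the median was −1.32 in parous (−1.64 to −1.09 over leaving out each rat) and −0.95 in nulliparous rats (−1.03 to −0.82). The genes were chosen on these same rats, which favours a low median in a part of them too, so this does not decide. Removing the kit did not narrow the difference in signature score. Its means were then −0.91 (DEP) and 0.56 (control) in parous rats, against −0.88 and 0.52 before. In nulliparous rats they were −0.33 and 0.57, against −0.31 and 0.55. The article had removed the kit before it chose these genes, so that choice favours this outcome, which is no independent test of uneven kits. In a model of 50 rats with the lymphoid score the medians were −1.23 (−1.35 to −1.15) and −0.83 (−0.88 to −0.73). The lymphoid score thus did not account for the whole difference. The choice of the genes on these rats favours a remaining difference, so this does not decide on more lymphoid tissue in the glands of DEP-treated rats. A lower share of all mammary epithelium in the sampled glands would lower basal genes with other epithelium. In nulliparous rats the basal list had a median of 0.15 (−0.07 to 0.23) against −0.29 (−0.41 to −0.23) for epithelium outside the signature. These ranges are over leaving out rats and do not measure the spread between rats. With the kit removed, the nulliparous basal score differed by −0.04 (exact permutation p = 0.889, SD 0.50 in DEP-treated rats). A basal fall like that of the epithelium list is therefore not excluded. In parous rats the ranges meet (−0.26, −0.39 to −0.08, against −0.67, −0.84 to −0.30). In neither group can such a share be told apart from an effect of DEP on luminal genes. An effect of DEP stays open as a biological explanation and may act together with a change in cell composition, such as fewer luminal cells, since in a model of 50 rats with the epithelial score the medians were nearer 0, −0.61 (−0.67 to −0.49) and −0.57 (−0.64 to −0.43), and the choice of the genes on these rats stays open too.

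Methyl paraben, triclosan and mixture rats share the control rats with the DEP comparison, and mixture rats received DEP as well. With the kit term and all rats of a comparison, 0 genes passed in these comparisons (limma; 73, 72 and 164 in parous and 352, 509 and 110 in nulliparous rats with an unadjusted p under 0.05, in this order). For triclosan in nulliparous rats, 382 passed without OIL_null_429, 1265 among Zymo rats and 213 with array weights, for triclosan in parous rats 575 with array weights, and for methyl paraben in parous rats 1 with all 50 rats in 1 model, 1 with the lymphoid score and 2 with array weights. The genes with the smallest p were Nr1d1 for methyl paraben (1.31, SE 0.23, parous) and Sec14l2 (0.53, nulliparous), Hist1h4b (−0.53) and Urm1 (0.42) for triclosan, and C1qtnf1 (−0.41) and Arg1 (−0.52) for the mixture, none of which passed. The parous signature had medians of −0.12, −0.09 and −0.18 (67, 70 and 72 of 84 genes lower) and the nulliparous signature 0.05, −0.05 and −0.20 (11, 22 and 31 of 32). For a simulation, groups with no change and the controls they share were drawn at random from the rats not given DEP alone, with group means removed. They gave medians of −1.45 to 0.43 and −1.54 to 0.40, with 68.6% to 90.9% of them as low. The medians of these chemicals are therefore within what shared controls give. In nulliparous rats 27 genes were drawn, against 32 compared. The ranges also hold the medians of the DEP-treated rats, so they would not tell an effect of that size from none. In the same simulation, choosing as many of the lowest genes in an unchanged group gave a median of −0.64 in parous and −0.70 in nulliparous rats (2.5% of draws below −1.55 and −1.62), and 3.7% and 30.3% of draws were as low as the medians of the DEP-treated rats, −1.44 and −0.86. The signature genes are not the lowest of all tested genes: 69 and 14 of the 100 leading genes are in the parous and nulliparous signatures. These shares therefore tend to overstate how often choice alone would give such medians. Set directly against the rats of the other chemicals, DEP-treated rats had lower signature scores than methyl paraben (−1.32 parous, exact permutation p = 0.0159; −0.93 nulliparous, exact permutation p = 0.00794), triclosan (−1.32 and −0.81, exact permutation p = 0.00794 each) and mixture rats (−1.22, exact permutation p = 0.0159; −0.71, exact permutation p = 0.00794), where 0.00794 is the smallest p that 5 against 5 rats can give, and these scores are of genes chosen on the DEP-treated rats.

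The smaller difference of the signature genes in mixture-treated than in DEP-treated rats was weighed for the kits alone, since the kits were shared unevenly between them, and the mixture rats received DEP too. Among Zymo rats, DEP minus mixture was −0.99 in parous rats, with a wide range of −1.63 to −0.30 as only 2 mixture rats remain. It was −0.69 in nulliparous rats (−0.76 to −0.62). With the kit removed, the signature score differed by −1.22 in parous rats (exact permutation p = 0.0159). Its parous means were then −0.91 (DEP) and 0.30 (mixture), against −0.88 and 0.27 before. In nulliparous rats they were −0.33 and 0.39, against −0.31 and 0.36. Removing the kit did not narrow the difference. The signature was chosen on the DEP-treated rats after the article had removed the kit, which favours a larger difference in them and this outcome. These values therefore do not decide on uneven kits as its source. No biological explanation was tested.

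Other splits of the same rats, 100 for each comparison with the real one included, were as large as the real count as follows. For parous against nulliparous rats, chance cannot be excluded among controls (5 genes, 6 splits as large, highest other 674) and DEP-treated rats (5 genes, 10 splits, highest other 1301). For both together (151 genes, 2 splits, highest other 389), fewer splits were as large, but chance is not excluded there either. Among controls and among DEP-treated rats, splits with several times the real count point to a structure of the samples. For comparisons with 0 genes, each of the 100 splits is as large by construction, so 100 of 100 shows nothing, and the highest others were 1440 (interaction), 832 and 953 (methyl paraben, parous and nulliparous), 843 and 554 (triclosan), 565 and 619 (mixture), and 12 and 321 (all 25 rounds, parous and nulliparous).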
